# Chemotherapeutic Drugs Inhibiting Topoisomerase 1 Activity Impede Cytokine-Induced and NF-κB p65-Regulated Gene Expression

**DOI:** 10.3390/cancers11060883

**Published:** 2019-06-25

**Authors:** Tabea Riedlinger, Marek Bartkuhn, Tobias Zimmermann, Sandra B. Hake, Andrea Nist, Thorsten Stiewe, Michael Kracht, M. Lienhard Schmitz

**Keywords:** cytokines, chemotherapy, TOP1 inhibitors, NF-κB, side-effects, infection

## Abstract

Inhibitors of DNA topoisomerase I (TOP1), an enzyme relieving torsional stress of DNA by generating transient single-strand breaks, are clinically used to treat ovarian, small cell lung and cervical cancer. As torsional stress is generated during transcription by progression of RNA polymerase II through the transcribed gene, we tested the effects of camptothecin and of the approved TOP1 inhibitors Topotecan and SN-38 on TNFα-induced gene expression. RNA-seq experiments showed that inhibition of TOP1 but not of TOP2 activity suppressed the vast majority of TNFα-triggered genes. The TOP1 effects were fully reversible and preferentially affected long genes. TNFα stimulation led to inducible recruitment of TOP1 to the gene body of *IL8*, where its inhibition by camptothecin reduced transcription elongation and also led to altered histone H3 acetylation. Together, these data show that TOP1 inhibitors potently suppress expression of proinflammatory cytokines, a feature that may contribute to the increased infection risk occurring in tumor patients treated with these agents. On the other hand, TOP1 inhibitors could also be considered as a therapeutic option in order to interfere with exaggerated cytokine expression seen in several inflammatory diseases.

## 1. Introduction

Transcription is controlled by chromatin regulation that involves direct modification of DNA and histones, but increasing evidence suggests that also the topological properties of the DNA itself have the capacity to affect mRNA expression [1]. According to the “twin supercoiled domain model”, positive supercoils occur in front of the advancing RNA polymerase II (RNAPII) and negative supercoils trail the enzyme [2]. The resulting torsional stress in the DNA can be relieved by topoisomerase I (TOP1) which generates transient single-strand breaks, topoisomerase II (TOP2) that induces transient double-strand breaks or further enzymes such as APOBEC3B (apolipoprotein B mRNA editing enzyme catalytic subunit 3B) [3,4,5]. TOP1 and TOP2 have well documented roles in DNA replication, but increasing evidence suggest also their importance for efficient transcription [6,7,8]. TOP1 is a type IB enzyme that can relax both negative and positive supercoils by transient single-strand breaks using a process involving the covalent attachment of TOP1 to the double stranded DNA called topoisomerase cleavage complex (TOP1cc). One DNA strand is then cleaved, allowing the helical duplex to freely rotate around the unbroken strand followed by re-joining of the phosphodiester backbone of the DNA via the ligase activity of TOP1 [9]. TOP1 inhibitors such as camptothecin (CPT) inhibit re-ligation and stabilize the TOP1cc by intercalating at the TOP1-DNA interface [9]. CPT and its clinically used derivatives topotecan (TPT) or SN-38 are used for treatment of colon cancer, gynecologic malignancies and small-cell lung cancers [10,11], but also serve as tools to study the role of TOP1 in gene expression. TOP1 plays an important role in the regulation of basal and inducible gene expression by a variety of mechanisms. The enzyme was found at gene promoters where it participates in the release of the paused RNAPII by BRD4 (bromodomain containing protein 4)-dependent phosphorylation of RNAPII which stimulates TOP1 activity and thereby transcription elongation [12]. TOP1 was also found to be relevant for transcription elongation [13], suggesting that TOP1 can positively affect transcription at multiple levels. Overrepresentation of TOP1 has also been observed at super-enhancers where TOP1 can bind to transcription factors such as AIRE [14] and contributes to the synthesis of enhancer RNA (eRNA) at androgen-receptor-regulated enhancers [15].

Inducible gene expression is not only triggered by steroid hormones, but also by inflammatory processes where cytokines such as tumor necrosis factor α (TNFα) elicit a profound transcriptional response to trigger the expression of further inflammatory mediators such as interleukin 8 (*IL8*) and C-X-C Motif Chemokine Ligand 2 (*CXCL2*) in order to amplify the immune response [16,17]. Binding of TNFα to TNF receptor 1 enables the assembly multi-protein complexes which finally lead to the activation of the inducible transcription factor nuclear factor-κB (NF-κB), a complex process that depends on inducible degradation of the inhibitory IκBα protein [18]. NF-κB activity is subsequently terminated by a variety of autoregulatory feedback loops that involve the re-synthesis of IκBα proteins [19]. Inducible expression of inflammatory cytokines by NF-κB depends on the strongly transactivating p65 subunit, which harbors two transactivation domains (TADs) in its C-terminal region [20]. These TADs contact components of the basal transcription machinery and translate p65-DNA binding into productive transcription executed by RNAPII [21,22,23]. Subsequently, the C-terminal domain (CTD) of the largest RNAPII subunit is dynamically phosphorylated to coordinate the recruitment of factors allowing transcription initiation and elongation [24]. Following transcription and translation, cytokines such as interleukin 1 (IL-1) and TNFα are secreted from cells to coordinate both, locally and systemically the inflammatory host cell response to tissue damage and infection [25]. However, dysregulation of cytokine expression including a slight but permanent elevation of cytokine production can lead to chronic smoldering inflammation, while exaggerated and overshooting inflammation as it occurs for example in sepsis results in a "cytokine storm" that may result in tissue damage and even organ failure [17,26,27,28].

Here we investigated the consequences of TOP1 and TOP2 inhibition for TNFα and IL-1-induced gene expression. The use of various and also clinically used TOP1 inhibitors strongly interfered with a large part of TNFα-triggered gene expression in a fully reversible fashion. TOP1 inhibition preferentially inhibited long proinflammatory genes. As exemplified by the TNFα-induced and TOP1 sensitive *IL8* gene, TNFα leads to the recruitment of TOP1 to the gene body, thus facilitating transcription elongation. The clinical implications for cancer patients treated with TOP1 inhibitors and for patients suffering from exaggerated cytokine production are discussed.

## 2. Results

### 2.1. Effects of Various Clinically Used TOP1 and TOP2 Inhibitors on TNFα-Triggered Gene Expression

To test a potential contribution of TOP1 or TOP2 on TNFα-induced expression of inflammatory genes, we measured the impact of specific TOP1 inhibitors on TNFα-triggered gene expression in human diploid colon cancer HCT116 cells. Incubation of cells with the TOP1-selective inhibitor CPT [29] resulted in a strong and dose-dependent inhibition of inducible *IL8* expression, while the inhibitory effects on *CXCL2* transcription remained moderate (Figure 1A). In contrast, interference with TOP2 activity by ICRF193 did not affect TNFα-triggered expression of these two genes (Figure 1B).

Control experiments ensured that the inhibitory effect of CPT was not attributable to reduced cell viability in HCT116 and KB cells (Figure S1A). It was then interesting to test whether also further approved TOP1 and TOP2 inhibitors display similar effects. Administration of TPT or SN-38, a biological active metabolite of irinotecan [30,31], strongly interfered with the TNFα-induced expression of *IL8*, *NFKBIA* (NF-κB inhibitor α), *TNFAIP3* (TNFα Induced Protein 3) and *ICAM1* (intercellular adhesion molecule 1), while inhibition of *CXCL2* and *CXCL10* expression was less pronounced (Figure 1C). Preincubation of cells with the TOP2 inhibitors teniposide or etoposide failed to interfere with TNFα-triggered expression of *IL8*, *NFKBIA, TNFAIP3, CXCL2*, *CXCL10* or *ICAM1* (Figure 1D), thus revealing that the observed effects are not restricted to one specific inhibitor. To investigate the effects of TOP inhibitors on untransformed cells we used conditionally immortalized human foreskin FS4-LTM fibroblasts that only proliferate in the presence of doxycycline. Also the TNFα-triggered gene expression in these FS4-LTM fibroblasts was efficiently inhibited by TOP1 inhibitors (Figure 1E). The effect of CPT on inducible gene expression was also seen at the protein level. HCT116 cells showed rapid IκBα phosphorylation and degradation upon short-term exposure to TNFα, followed by re-synthesis of IκBα after 60 min (Figure 1F). This re-synthesis of IκBα was completely absent in the presence of CPT. Also upstream signaling events were mildly affected by CPT, as detected by a reduction of TNFα-induced p65 Serine 468 phosphorylation in the presence of this TOP1 inhibitor (Figure 1F).

### 2.2. A General and Supportive Role of TOP1 for the Induction of the TNFα-Triggered Gene Response

So far, the experiments revealed a gene-specific effect of TOP1 inhibitors on TNFα-triggered gene expression. This gene specificity might be due to various reasons including the differential involvement of distinct pro-inflammatory transcription factors such as NF-κB or activator protein 1 (AP1), which cooperate to trigger expression of inflammatory genes [32,33]. In order to investigate the relative contribution of the strongly transactivating NF-κB p65 subunit on TNFα-triggered gene expression and its modulation by CPT, we generated p65-deficient HCT116 cells using the CRISPR-Cas9 system (Figure S3A). Two single-cell clones lacking p65 expression showed defect TNFα-triggered expression of *IL8*, *CXCL2* and *NFKBIA* (Figure S3B) and also no IκBα re-synthesis following its TNFα-induced proteasomal degradation (Figures S3C,S4), showing the successful elimination of NF-κB function. The single-cell clone 32 lacking p65 and also HCT116 wildtype (WT) cells were used to determine the effects of CPT and ICRF193 on basal and TNFα-induced gene expression by RNA-seq. 

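The RNA-seq data comprise 12 libraries of total RNA, 1 for each combination of cell line, inhibitor and TNFα treatment, so that no condition has a replicate. HCT116 is a colon cancer cell line. HCT116 WT cells and clone 32 received no inhibitor, the TOP1 inhibitor CPT or the TOP2 inhibitor ICRF193 (5 µM, 2 h), and were left without TNFα (0 h) or stimulated with 20 ng/mL for 1 h. The authors mapped the reads to the hg19 genome and deposited the number of reads counted on the exons of each of 26364 gene symbols, without normalization. *RELA*, which encodes p65, lies on chromosome 11 of hg19 from 65421067 to 65430443. Its normalized count, the count divided by the library's DESeq2 size factor, ranged from 694 to 909 in the 6 WT libraries and from 548 to 673 in the 6 libraries of clone 32, so that every library of clone 32 was below every WT library. *RELA* mRNA was thus lower but present in clone 32, and the counts give no measure of p65 protein. The deposited labels of these 6 libraries read shRNA p65, whereas the paper describes clone 32 as made with CRISPR-Cas9. The paper's description was followed here. *TOP1* had 1766 to 2261 normalized counts in the 12 libraries. Between 16300210 and 22051046 reads were counted per WT library and between 8101212 and 20524958 per p65-deficient library. Of the p65-deficient libraries, 4 had fewer counted reads (8101212 to 8755001): ICRF193 at 0 h, and all 3 at 1 h TNFα. In p65-deficient cells without inhibitor and with CPT, this difference in depth coincides with the TNFα treatment, and the effects of depth and TNFα cannot be told apart there. Log2 ratios between 2 libraries are given with exact Clopper-Pearson 95% intervals, which cover counting error only, compare those libraries and not the conditions, and treat reads as independent molecules.

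**Figure D1:**
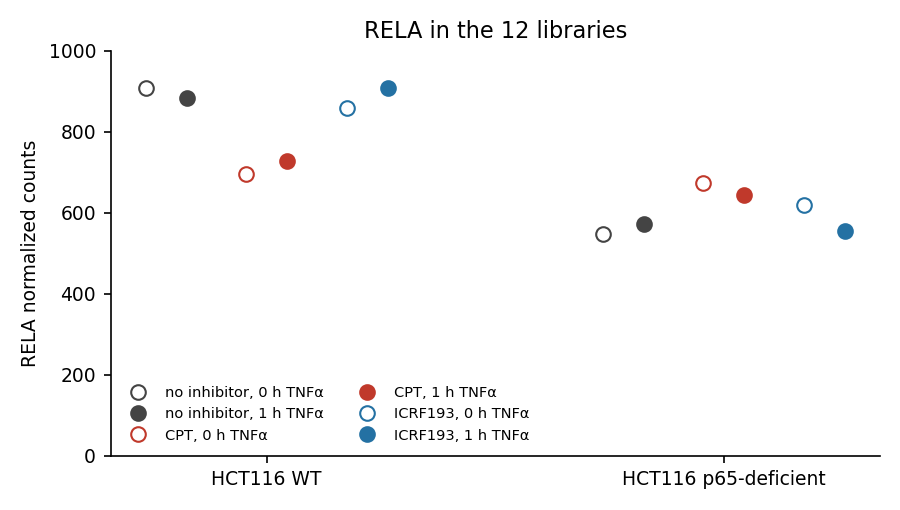
Normalized counts of *RELA* in the 12 libraries, by cell line. Each point is 1 library, coloured by inhibitor, open at 0 h and filled at 1 h TNFα; the WT libraries lie between 694 and 909 and the p65-deficient libraries between 548 and 673.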

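In HCT116 WT cells without inhibitor, 108 of 13823 genes with at least 20 reads in at least one of the 12 libraries had a more than 2-fold higher normalized count at 1 h than at 0 h TNFα. The interval of the log2 ratio lay above 0 for 60 of them, and 57 had fewer than 20 reads in both libraries compared. The count depends most on this filter: with no read filter, 1338 genes were more than 2-fold higher. Under the filter of at least 20 reads in at least one library, 184 genes were more than 2-fold lower. With at least 20 reads in one of the 2 libraries compared, 51 genes were higher and 69 lower by more than 2-fold. *CXCL8* (the gene of *IL8*; chromosome 4, 74606223 to 74609433, hg19) rose from 12 to 831 reads, a log2 ratio of 6.42 (95% interval 5.61 to 7.38). Among the induced genes with a read at 0 h, *CXCL1* and *CSF2* followed, and *CSF2* had only 1 read at 0 h. The 8 induced genes with no read at 0 h have no finite ratio and were not ranked. *CXCL2* rose from 11 to 197 reads (4.47) and *BIRC3* from 83 to 1175 reads (4.13; 3.81 to 4.47). *NFKBIA* (chromosome 14, 35870716 to 35873960) rose from 1385 to 10789 reads (3.27; 3.19 to 3.35) and *TNFAIP3* from 143 to 1357 reads (3.55; 3.30 to 3.81). *ICAM1* had 24 and 13 reads, and its interval (-1.67 to 0.45) includes 0. *CXCL10* had no read in either library, and *CCL5* had 2 reads at 0 h and none at 1 h. Taking the libraries without inhibitor, with CPT and with ICRF193 as 3 matched pairs, edgeR's quasi-likelihood test with the pair as a block gave 88 of 13707 genes with an adjusted p (Benjamini-Hochberg) under 0.05, of which 84 rose and 4 fell. Without the block, no gene passed, and 97 genes had an unadjusted p under 0.05. In the blocked test, *CXCL8* had a log2 fold change of 5.41 (standard error 0.24, adjusted p = 6.6e-13) and *NFKBIA* of 2.48 (standard error 0.24, adjusted p = 6.0e-07). These averages span pairs with different inhibitors. Without inhibitor, with CPT and with ICRF193, the log2 ratios were 6.42, 2.61 and 5.61 for *CXCL8*, and 3.27, 0.90 and 3.10 for *NFKBIA*. That spread is far wider than the standard errors, which, like the p-values, do not measure agreement between the pairs. GO terms were not analysed here.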

Treatment with TNFα resulted in the induction of well-known target genes [34] and accordingly a gene ontology (GO) analysis revealed the involvement of these target genes in biological processes associated with infection and immunity (Figure S5).

TNFα-triggered gene expression was strongly reduced in the presence of CPT, while ICRF193 had no inhibitory effect in HCT116 WT cells. 

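Of the 108 genes more than 2-fold higher with TNFα in WT cells without inhibitor, 81 had reads in all 12 libraries. Their median TNFα log2 ratio was 1.31 without inhibitor, 0.29 with CPT and 0.54 with ICRF193, each against the same inhibitor at 0 h. The genes were chosen on the libraries without inhibitor, which raises their ratio there above what a second pair of libraries would give. The median with either inhibitor was above that of every one of 10000 random gene lists matched on mean expression. The ratio was lower with CPT than without inhibitor for 79 of the 81 genes, and lower with ICRF193 for 67. The median with ICRF193 depended most on which genes entered: over the 47 genes with at least 20 reads in one of the 2 libraries compared it was 1.11, and over the 40 genes of the paper's Table S1, a set added after the data were seen, it was 1.33, against 0.37 with CPT. At 0 h, CPT alone changed the 81 genes by a median log2 ratio of 1.17. More than doubled were 44 genes, and 4 fell by more than 2-fold. Against no inhibitor at 0 h, the median at 1 h TNFα was 1.20 with CPT and 1.18 with ICRF193. Over the 40 genes of Table S1, the CPT effect at 0 h was 0.03, and the medians at 1 h were 0.34 and 1.39. The library without inhibitor at 0 h also served to choose the genes, which raises these values. With CPT, *CXCL8* rose from 15 to 104 reads (2.61; 95% interval 1.82 to 3.49) and *NFKBIA* from 1285 to 2738 reads (0.90; 0.81 to 1.00). *BIRC3* rose from 47 to 75 reads, with an interval (-0.06 to 1.05) that includes 0. With ICRF193, the log2 ratio was 5.61 (4.88 to 6.46) for *CXCL8*, 3.10 (3.01 to 3.19) for *NFKBIA* and 4.37 (3.97 to 4.81) for *BIRC3*.

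**Figure D2:**
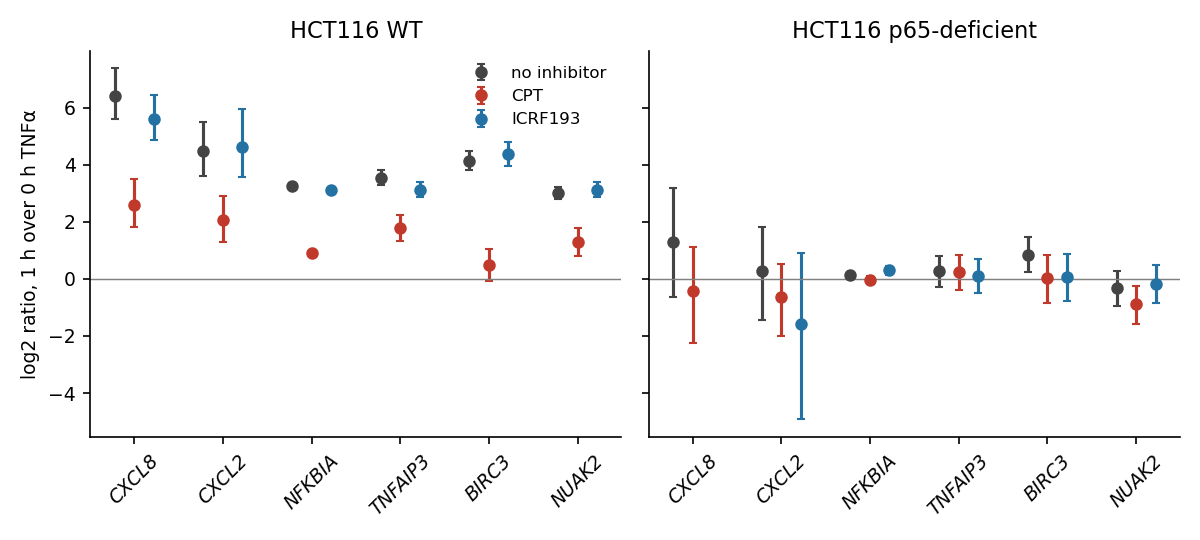
TNFα log2 ratio (1 h over 0 h) of 6 genes in WT cells (left) and p65-deficient cells (right), without inhibitor, with CPT and with ICRF193. Points are the ratio of 2 libraries and bars the exact 95% interval for counting error; *CXCL8* with ICRF193 in p65-deficient cells, which has no read at 0 h, is not drawn.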

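In p65-deficient cells without inhibitor, the median TNFα log2 ratio of the same 81 genes was 0.08, at the 94.5th percentile of the random lists. The ratio was above 0 for 46 genes and below 0 for 35. A ratio above 2 remained for 8 genes. For 6 of them the interval includes 0: *LOC101928324*, *GPR37L1*, *LOC100506207*, *EDN1* and *C2*, which have the same 3 to 7 reads at both times and a log2 ratio of 1.28 from the size factors alone, and *COL18A1-AS2* with 5 and 6 reads. *ATF3* had a log2 ratio of 1.06 (95% interval 0.82 to 1.30). *JUN* (chromosome 1, 59246463 to 59249785, hg19) rose from 219 to 591 reads, a log2 ratio of 2.71 (2.48 to 2.94), beside 2.47 (2.32 to 2.64) in WT cells. *NFKBIA* had a log2 ratio of 0.12 (-0.01 to 0.26), *TNFAIP3* of 0.26 (-0.29 to 0.79) and *NUAK2* of -0.32 (-0.95 to 0.27), while *BIRC3* had one of 0.85 (0.23 to 1.46). *CXCL8* had 6 reads at both times, which at the unequal depths is a log2 ratio of 1.28 (-0.63 to 3.18); having no read in another library, it is not among the 81. The 2 libraries with ICRF193, whose depths are similar, gave a median of 0.12, at the 97.8th percentile of the random lists, and 9 genes above 2-fold, *JUN* again among them; there *NFKBIA* had a log2 ratio of 0.31 (0.15 to 0.47) and *BIRC3* of 0.05 (-0.76 to 0.87). With CPT, the median was -0.13, with 3 genes above 2-fold. Of the 47 genes with at least 20 reads in one of the 2 WT libraries without inhibitor, 3 remained above 2-fold in p65-deficient cells, *JUN*, *ATF3* and *EDN1*. The difference in the TNFα effect between the cell lines, tested over all 12 libraries with edgeR's quasi-likelihood interaction term, had an adjusted p (Benjamini-Hochberg) under 0.05 for 33 of 14459 genes, with 31 more strongly raised by TNFα in WT cells. They include *NFKBIA* (difference in log2 fold change 2.36, standard error 0.36, adjusted p = 0.0035), while *JUN* had a difference of 0.09 (standard error 0.43, adjusted p = 0.96).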

NF-κB p65-deficient cells showed almost complete abolishment of TNFα-inducible gene expression and thus did not allow to measure the effects of CPT and ICRF193, as visualized in a box plot (Figure 2A) and heat map (Figure 2B). Therefore, the subsequent bioinformatic analysis was only conducted for the analysis of HCT116 WT cells. A PCA of all genes revealed no effect of ICRF193 on basal gene expression in the absence of TNFα stimulation, while CPT already caused changes in basal and also in TNFα-induced transcription (Figure 2C). 

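The principal component analysis was recomputed on the 6 WT libraries, with variance-stabilized counts of the 500 most variable genes. PC1 held 94.0% and PC2 5.27% of the variance. At 0 h TNFα, the distance on PC1 and PC2 from the library without inhibitor was 27.2 for CPT and 0.216 for ICRF193, a ratio of 0.00796. Over 200 redraws of the counts from a Poisson distribution, 95% of the ratios lay between 0.00359 and 0.0127. With all 13823 genes with at least 20 reads in the analysis, the ratio was 0.0232, the largest among the alternatives. TNFα moved the library by 7.57 without inhibitor, 1.67 with CPT and 7.43 with ICRF193. PC1 is dominated by CPT, so that small effects of ICRF193 have little weight in these distances. Across the 4 pairs of libraries that differ only in the inhibitor (WT and p65-deficient, 0 and 1 h TNFα), edgeR's quasi-likelihood test with the pair as a block gave 6763 of 13993 genes with an adjusted p (Benjamini-Hochberg) under 0.05 for CPT, 3251 raised and 3512 lowered. For ICRF193 it gave 296 of 13631 genes, 80 raised and 216 lowered, of which 4 rose and 3 fell by more than 2-fold. Without the block, 5180 genes passed for CPT and 3 for ICRF193. *CYP1A1* (chromosome 15, 75011883 to 75017877, hg19) had the largest increase with ICRF193, a log2 fold change of 2.26 (standard error 0.11, adjusted p = 2.7e-20), with ratios from 2.04 to 2.39 in the 4 pairs. *TIPARP* rose by 1.00 (standard error 0.04, adjusted p = 4.8e-24) with ICRF193. Among the genes with a mean count of at least 20 and the same direction in all 4 pairs, the others raised most were *CYP1B1* (1.37), *AHRR* (1.09) and *GPR15* (0.84), and those lowered most were *SNORA74B* (-0.93), *MAML2* (-0.67), *SNORA23* (-0.62), *CAMK2N2* (-0.61) and *SNORD9* (-0.57). These pairs differ in genotype and TNFα and are not replicates of 1 condition.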

A PCA analysis of all TNFα-regulated genes showed the general inhibition of most TNFα-regulated genes by CPT (Figure 2A–C), while it exerted both activating as well as inhibitory functions on basal gene expression (Figure 2D). 

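On the 81 induced genes, PC1 held 79.1% and PC2 19.2% of the variance in WT cells. The distance between 0 and 1 h TNFα was 6.87 without inhibitor, 1.59 with CPT and 6.59 with ICRF193. At 1 h TNFα, the distance of ICRF193 from no inhibitor was 0.0495 of that of CPT, and with log2 CPM in place of variance-stabilized counts it was 0.130. In unstimulated WT cells, CPT more than doubled the normalized count of 707 genes and lowered that of 757 by more than 2-fold. Normalized counts are relative to the rest of the library, so a change with CPT shared by most genes would not show. Of the 707 genes, 403 were also more than doubled in the other 3 pairs of libraries with and without CPT, and 342 of the 757 were lowered by more than 2-fold in all of them. ICRF193 raised 94 and lowered 167 genes by more than 2-fold, of which 2 and 4 did so in all 4 pairs. With at least 20 reads in one of the 2 libraries compared, ICRF193 raised 12 genes and lowered 59. Across genes with at least 100 reads on average, Spearman's rho between the CPT log2 ratios of 2 pairs lay between 0.65 and 0.86, and between 0.07 and 0.24 for ICRF193; genes are not independent replicates. Among the genes past the threshold of the 4-pair test for CPT, *FOS* (chromosome 14, 75745481 to 75748937, hg19) rose by 4.30 (standard error 0.07, adjusted p = 1.3e-12 from edgeR's quasi-likelihood test) and *HIST1H2BM* (chromosome 6, 27782822 to 27783267) fell by 5.43 (standard error 0.08, adjusted p = 8.1e-13) on the log2 scale. Among those with a mean count of at least 20 and 1 direction in all pairs, the others raised most were *SMC2-AS1* (5.06), *FUT6* (4.57), *C19orf35* (4.45) and *FSCN3* (4.37), and those lowered most were *HIST1H3J* (-5.30), *HIST3H2BB* (-4.94), *HIST1H2BF* (-4.90) and *HIST1H2BJ* (-4.90).

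**Figure D3:**
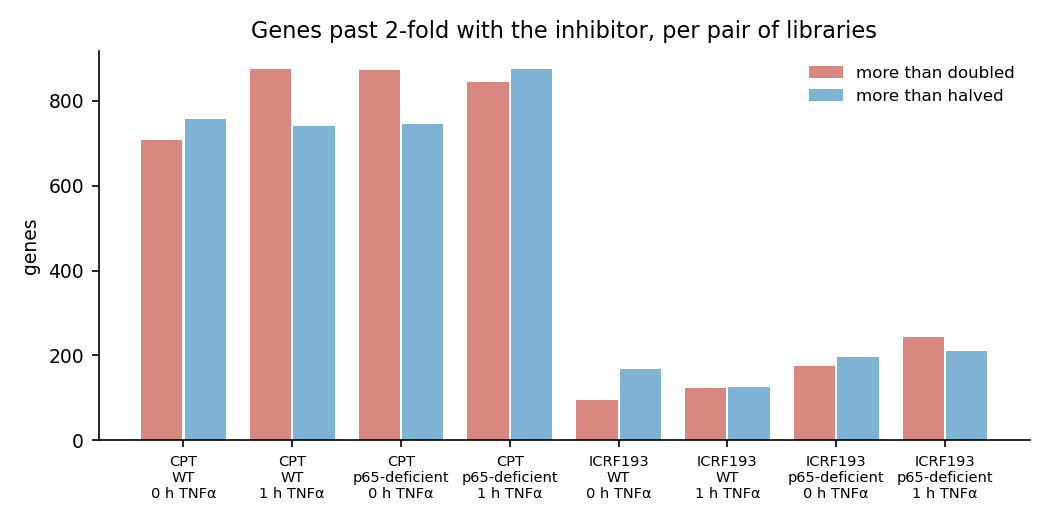
Number of genes whose normalized count was more than doubled or lowered by more than 2-fold with CPT or ICRF193, in each of the 4 pairs of libraries that differ only in the inhibitor. CPT changed between 707 and 874 genes in each direction, and ICRF193 between 94 and 243.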

A GO analysis of the biological processes exerted by CPT-regulated genes revealed the involvement of upregulated genes in sensory perception and receptor signaling, while downregulated genes often participate in the (epigenetic) regulation of gene expression (Figure S6). 

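GO terms were not analysed here, and gene families were read from the gene symbols. Of 87 olfactory receptor genes with a read in any library, 21 were more than doubled by CPT in unstimulated WT cells and 15 fell by more than 2-fold. The 21 genes had at most 14 reads with CPT (median 2), and 18 of them had none without it. With at least 20 reads required in at least one library, 10 olfactory receptor genes remained, of which 1 was more than doubled and 6 fell by more than 2-fold. Of 807 microRNA genes, 175 were more than doubled and 210 fell by more than 2-fold; with at least 20 reads required, 9 of 37 were more than doubled and 7 fell. For the microRNA genes, ICRF193 gave similar numbers without the filter, 148 and 187 of the 807. With at least 20 reads required, it more than doubled 1 of the 37, and 6 fell. For the 87 olfactory receptor genes without the filter, the numbers with ICRF193 were lower than with CPT, 6 and 8. Most of the changes without the filter rest on a few reads. The histone genes fell under CPT: 46 of 47 with at least 20 reads fell by more than 2-fold, with a median log2 ratio of -3.86. The median was -3.89 with TMM normalization and -3.84 with total-count normalization. Their medians in the other 3 pairs of libraries with and without CPT were -3.76, -3.70 and -3.60. None of the 47 fell by more than 2-fold with ICRF193 in these cells. The authors' counting could have split reads between near-identical histone genes.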

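The number of genes above 2-fold with TNFα in WT cells varied with the read filter. With at least 20 reads in one of the 2 libraries compared, 51 genes passed, of which 47 had reads in all 12 libraries. All 51 had an interval above 0. With at least 50 reads in at least one of the 12 libraries, 42 genes passed. With pseudocounts of 0.5 and 1, 92 and 78 genes passed. The normalization had little effect, with 108 genes under TMM, 104 under total-count scaling and 109 with size factors from the WT libraries only. All 40 genes of the paper's Table S1 are among the 51.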

42 genes showed >2-fold upregulation by TNFα, but only 40 of them were found under all conditions (listed in Table S1). 

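With CPT, 8 of the 81 induced genes were more than 2-fold higher at 1 h than at 0 h TNFα: *NUAK2*, *GPR176*, *LOC101928796*, *CXCL1*, *CXCL3*, *CXCL2*, *NR3C2* and *TNFAIP3*. Without *GPR176* and *LOC101928796*, the other 6 had at least 20 reads in one of the 2 libraries without inhibitor. They are not the same as the 6 genes of Table S1 above 2-fold with CPT. *NR3C2* is not in Table S1. With CPT it had 4 and 12 reads and an interval (-0.32 to 3.49) that includes 0. *CXCL8* is in Table S1 (2.61 with CPT; 1.82 to 3.49). It is not among the 81, having no read in a p65-deficient library. *NUAK2* (chromosome 1, 205271191 to 205290919, hg19) had a log2 ratio of 3.02 (95% interval 2.81 to 3.22) without inhibitor and 1.28 (0.80 to 1.79) with CPT, *TNFAIP3* of 1.78 (1.34 to 2.24) and *CXCL2* of 2.07 (1.30 to 2.91) with CPT. CPT alone lowered *NUAK2* from 226 to 48 reads and *TNFAIP3* from 143 to 53 reads at 0 h, so that their ratio with CPT starts from a lower baseline. CPT also raised others at 0 h. With the library without inhibitor at 0 h as the baseline for all, 46 of the 81 genes were above 2-fold with CPT and 49 with ICRF193. Over the 40 genes of Table S1, a set added after the data were seen, the counts were 13 and 31. That baseline library also served to choose the genes, which raises these counts.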

In the presence of CPT only 6 of these 40 genes were still induced >2-fold, showing that only a minor fraction of the TNFα-induced mRNAs escapes from the inhibitory effect of CPT, as visualized in the Venn diagram displayed in Figure 2E. In contrast, 24 of the 40 genes were still upregulated >2-fold in the presence of ICRF193, reinforcing the notion that TOP2 inhibitors have only marginal effects on inflammatory gene expression. 

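With ICRF193, 32 of the 81 induced genes were above 2-fold, 28 of the 47 genes under the filter on the 2 libraries, and 30 of the 40 genes of Table S1. *NUAK2* had a log2 ratio of 3.12 (95% interval 2.86 to 3.39), *TNFAIP3* of 3.13 and *CXCL2* of 4.63 (3.56 to 5.97). At 1 h TNFα, *CXCL8* had a log2 ratio of -0.06 (-0.20 to 0.08) with against without ICRF193, and *NFKBIA* of -0.09 (-0.13 to -0.05). The paper states that the genes still upregulated with ICRF193 reinforce the notion of marginal effects of TOP2 inhibitors. Its text gives 24 of the 40 genes, while its Table S1 has 30 values above 1 in WT cells with ICRF193. The 6 genes of Table S1 above 1 in WT cells with CPT are all among these 30. The 24 may thus count the genes kept with ICRF193 but not with CPT, which the paper's text does not say.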

Previous studies suggested that especially long genes critically rely on the enzymatic activity of TOP1 [35,36,37]. Indeed, the analysis of TNFα-stimulated cells showed that the inhibitory effect of CPT had a tendency to be more pronounced in long genes (Figure 2F).

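Gene length was taken as the exonic length that the files give, 70 to 26972 bp for the 81 induced genes with a median of 2153 bp. The longest, *C2*, is listed on more than 1 chromosome name or strand. Its length, and that of *IER3* (7440 bp) for the same reason, may exceed that of 1 transcript. Such genes have no genomic span here and are left out of the values by span. Across these genes, Spearman's rho between length and the log2 ratio of CPT against no inhibitor at 1 h TNFα was -0.31 (Pearson's r -0.10). Of 10000 random gene lists matched on expression, 19.0% had a lower rho, and 95% of them lay between -0.41 and -0.01. Over the 47 genes under the filter on the 2 libraries compared, rho was -0.33, and with the genomic span as the length of the induced genes it was -0.28. For the 40 genes of Table S1, a set added after the data were seen, rho was -0.085. The paper's Figure 2F instead sets the TNFα-induced change, without and with inhibitor, against length. With the TNFα log2 ratio in the presence of CPT in place of the CPT effect, the sign changed: rho was 0.23 over the 81 induced genes, 0.22 over the 47 and 0.031 over the 40. By genomic span it was 0.068 over 78 of the 81 genes and -0.11 over 39 of the 40. For the TNFα log2 ratio without inhibitor, rho was -0.09 over the 81, -0.10 over the 47 and -0.20 over the 40. By genomic span it was -0.26 over 78 of the 81 and -0.41 over 39 of the 40. By this measure, rho was lower without inhibitor than with CPT. The genes were chosen on the ratio without inhibitor. The correlations describe these libraries across genes, which are not independent replicates, and no p-value is given.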

In contrast, the minor effects of ICRF193 on the stimulatory effects of TNFα showed no correlation with gene length (Figure 2F). 

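For ICRF193, rho of exonic length and the log2 ratio against no inhibitor at 1 h TNFα was 0.09, at the 63.9th percentile of the random lists. Redrawing the counts moved it by 0.159 to either side. It was -0.073 with the genomic span from the first to the last exon base as the length, and 0.34 over the genes of Table S1. With the TNFα log2 ratio in the presence of ICRF193 instead, rho was 0.22 over the 81 genes and 0.34 over the 47. Over 39 of the 40 genes of Table S1 it was 0.073. By genomic span it was 0.020 over 78 of the 81 genes, -0.15 over 46 of the 47 and -0.22 over 38 of the 40.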

Interestingly, the correlation with gene length was only seen for TNFα-regulated genes, while this correlation was statistically below significance for the effects of CPT and ICRF193 on basal gene expression (Figure 2G).

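Over the 1442 genes changed more than 2-fold by CPT in unstimulated WT cells and with reads in both libraries, rho of exonic length and the CPT log2 ratio was -0.17, and over the 220 such genes for ICRF193 it was 0.06. Over all genes with at least 20 reads in at least one library, rho for CPT was -0.25 in this pair, -0.27 in WT cells at 1 h TNFα, and -0.27 and -0.30 in p65-deficient cells at 0 and 1 h. By genomic span, the median CPT log2 ratio in unstimulated WT cells was 0.12 for the 3631 genes under 10 kb and -0.08 for the 2113 genes of 100 kb or more. The same order held in the other 3 pairs, with medians of 0.19, 0.23 and 0.24 for the short genes and -0.09, -0.14 and -0.16 for the long ones.

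**Figure D4:**
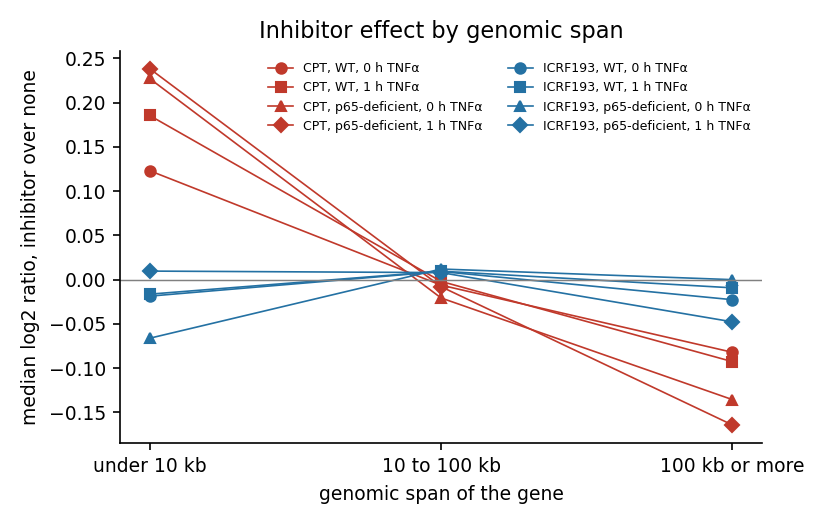
Median log2 ratio of inhibitor against no inhibitor for genes of 3 classes of genomic span, in the 4 pairs of libraries. Red lines are CPT and blue lines ICRF193; with CPT the median falls from the shortest to the longest class in every pair.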

### 2.3. The Positive Effect of TOP1 on Gene Expression Does Not Strictly Correlate with the Magnitude of Gene Induction

The inhibitory effect of CPT in HCT116 cells was more pronounced for strongly induced genes (Figure 3A), raising the possibility that increased supercoiling and torsional stress in genes undergoing strong upregulation may result in an increased need for TOP1 activity.

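Across the 81 induced genes, Spearman's rho between the TNFα log2 ratio without inhibitor and the log2 ratio of CPT against no inhibitor at 1 h was -0.11 (Pearson's r -0.26), and redrawing the counts moved it by 0.172 to either side. Both ratios contain the library without inhibitor at 1 h, which by itself pushes rho below 0. With the TNFα ratio taken from the libraries with ICRF193, which share none with the CPT effect, rho was -0.58. It was -0.41 with at least 20 reads in one of the 2 libraries compared, and -0.50 over the genes of Table S1. For ICRF193, rho was 0.14, with a shift of 0.206 from the redraws. The paper proposes, as a possibility, that supercoiling and torsional stress in strongly upregulated genes increase their need for TOP1 activity.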

To address this possibility in a more systematic fashion, we employed an experimental system allowing scalable gene expression. Towards this goal we used different fusion proteins where the DNA-binding domain of the yeast transcription factor Gal4 was fused to different parts of the transactivating C-terminus of the NF-κB p65 protein (Figure 3B). These fusion proteins are characterized by different transactivation capacities [20] and were expressed in a HEK293 cell line containing a stably integrated luciferase reporter gene driven by five Gal4 binding sites [38], correct expression was ensured via western blot (Figure 3C). In this experimental system CPT reduced luciferase gene expression about 50% and this effect occurred to a comparable extent irrespective of the strength of gene induction (Figure 3D). Again, TOP2 inhibition had only mild effects on reporter gene expression (Figure 3D). These data suggest that the relative strength of gene expression per se is not sufficient to explain the gene-specific effects of CPT, which may rely on additional parameters such as gene length, chromatin state or further factors.

### 2.4. IL-1-Triggered Gene Expression Is Also Supported by TOP1

Can TOP1 inhibition also interfere with inducible gene expression triggered by further cytokines such as IL-1? To address this question, we used human epithelial KB cells, which respond well to IL-1 [39]. KB cells were pre-treated with CPT and then stimulated either with TNFα or with IL-1, followed by the quantitative analysis of the inflammatory target genes *IL8*, *CXCL2* or *NFKBIA* using RT-qPCR (Figure 4A). CPT interfered with the expression of all these cytokine-induced genes irrespective of the inducing stimulus, though to a lesser extent as in HCT116 cells (Figure 1A–D). Accordingly, the inhibiting function of CPT is not restricted to one specific cytokine. Additionally, the clinically relevant TOP1 inhibitors TPT and SN-38 interfered with IL-1-induced expression of *NFKBIA* and *TNFAIP3*, but remained without impact on *CXCL10* expression (Figure 4B), similar to the observations in HCT116 cells (Figure 1C). In contrast, the TOP2 inhibitors ICRF193, amsacrine and etoposide showed no inhibitory function on IL-1-triggered gene expression in KB cells (Figure 4C), reinforcing the notion that TOP2 is without significant relevance for inflammatory gene expression, regardless of stimulus or cell type. Control experiments ensured that the inhibitory effect of CPT was not attributable to reduced cell viability (Figure S1B).

### 2.5. The Effect of TOP1 on Inflammatory Gene Expression Is Fully Reversible and Preferentially Affects Early Induced Genes

It was then interesting to determine the kinetics of reversible TOP1 inhibition using an experimental set-up that is schematically displayed in the upper part of Figure 5A.

HCT116 WT cells were incubated with CPT or vehicle for 2 h prior to TNFα stimulation, followed by washing of cells and further incubation in normal medium for various periods. Subsequently the cells were stimulated for 1 h with TNFα, followed by the analysis of several early induced genes by RT-qPCR. The inhibitory effect of CPT on gene induction was lost in a time-dependent manner and already strongly diminished at 4 h after washout of the inhibitor *(IL8*, *CXCL2* and *NFKBIA*), or even completely vanished 2 h after CPT removal (*TNFAIP3*) (Figure 5A). These data points are in good agreement with studies determining the clinical pharmacokinetics of TPT showing a mean elimination half-life of ~3 h [40].

The inflammatory gene response occurs in a timely coordinated manner with genes expressed at early, intermediate and late time points [41]. To test whether CPT preferentially affects early or late genes, HCT116 cells were stimulated for 1 or 8 h with TNFα in the absence or presence of DMSO, CPT or ICRF193, followed by the analysis of gene expression by RT-qPCR. For the analysis of TOP effects on early induced genes, cells were pre-treated for 2 h with the respective TOP inhibitors, prior to additional TNFα-treatment for 1 h. For the analysis of late induced genes which might also require the de novo synthesis of transcriptional regulators, cells were stimulated for 5 h with TNFα, followed by the intermittent, additional administration of TOP inhibitors and further incubation, as schematically shown on the top of Figure 5B. These analyses showed that genes having their maximal expression after 1 h of TNFα (type 1 genes) and genes having comparable levels of gene expression after 1 or 8 h (type 2 genes) showed a strong inhibitory effect by CPT after 1 h, but no inhibition at the late time points (Figure 5B). In contrast, the type 3 genes represented by *CXCL10* and *Ccl5* reached their maximal expression after 8 h and showed no statistically relevant CPT-mediated inhibition of gene expression (Figure 5B). These experiments raise the possibility that CPT preferentially affects expression of early induced genes, but general conclusions on this require the systematic analysis of many genes in various cell types on a genome-wide level.

### 2.6. CPT Interferes with TNFα-Induced Histone H3 Acetylation and Transcription Elongation

The inhibitory effects of TOP1 inhibitors on gene expression may rely on several mechanisms, such as impaired DNA-binding of NF-κB p65, RNAPII or on defects in transcription initiation and elongation. To distinguish between these possibilities, we performed chromatin immuno-precipitation (ChIP) experiments covering various upstream and transcribed regions of the well characterized and CPT-sensitive *IL8* gene, as schematically displayed in Figure 6A. HCT116 cells were stimulated for 1 h with TNFα in the absence or presence of CPT and subjected to ChIP using antibodies recognizing p65, RNAPII, elongating (phospho-serine 2 CTD) and initiating (phospho-Serine 5 CTD) RNAPII as well as TOP1. TNFα stimulation caused the association of p65 to its binding sites at the enhancer and the promoter of the *IL8* gene in a CPT-independent fashion (Figure 6B). In support to this result, fractionation experiments showed that TOP1 and TOP2 inhibitors had no impact on the TNFα-induced translocation of NF-κB p65 to the nuclear and the chromatin fraction (Figures S8 and S9). While TNFα caused the recruitment of RNAPII to the promoter and the downstream transcribed regions in exons 1 and 2, the inhibition of TOP1 resulted in a slight inhibition of RNAPII occupancy at these sites. TNFα increased the amount of initiating RNAPII at the promoter and the downstream transcribed introns and exons in a CPT-independent fashion. In contrast, CPT prohibited the TNFα-induced occurrence of elongating RNAPII at the transcribed regions of the *IL8* gene (Figure 6B), suggesting that the inhibitory effect of CPT on inflammatory gene expression also depends on interference with transcription elongation rather than transcription initiation. Intriguingly, TNFα stimulation also led to a slight but consistently observed increase of TOP1 association with the transcribed region at exons 1 and 2 and intron 1. This TOP1 association was less pronounced in the presence of CPT (Figure 6B). TOP1 participates in re-shaping the chromatin structure of its target genes and shows enrichment at chromatin marks such as H3K4me3 [42,43]. As inflammatory cytokines subsequently also lead to changes in histone modifications at inflammatory genes including *IL8* [39], it was interesting to test whether CPT might also affect these events. HCT116 cells were treated for 1 h with TNFα in the absence or presence of CPT, followed by ChIP experiments using antibodies recognizing the active enhancer mark H3K27ac [44], and H3K9ac, a modification indicating the switch from transcription initiation to elongation on promoters [45]. TNFα caused the enrichment of H3K27ac and H3K9ac at the enhancer-flanking regions while H3K9ac was also induced at exons 1 and 2 and intron 1. All TNFα-induced H3 acetylations were impaired in the presence of CPT (Figure 6C), suggesting that TOP1 inhibitors either also affect chromatin modifications or *vice versa* that changes in gene expression also affect chromatin modifications.

## 3. Discussion

Here we show that several TOP1 inhibitors interfere with cytokine-induced and NF-κB p65-mediated inflammatory gene expression in a variety of cell lines. This effect -in combination with a previously reported loss of white blood cells due to hematological toxicity- may contribute to the increased risk of infections occurring in cancer patients treated with TOP1 inhibitors [46]. Vice versa, the reported inhibitory activity of TOP1 inhibitors on the LPS- and virus-induced host response together with its protective effect in a model of LPS-induced cell death repurposed TOP1 inhibitors as agents for the treatment of septic shock [47]. Recent evidence also showed an alleviation of LPS-mediated acute lung injury by TPT [48]. Conditions associated with systemic release of large amounts of cytokines or even a cytokine storm such systemic inflammatory response syndrome (SIRS), sepsis or graft-versus-host disease are difficult to treat and can lead to the cytokine-induced lethal multiple organ dysfunction syndrome [49]. The potent inhibitory effect of clinically used TOP1 inhibitors on inflammatory gene expression and its full reversibility suggest that TOP1 inhibitors might be therapeutically used for a limited period to antagonize excessive and damaging cytokine production.

The induction of single-strand breaks by CPT has been reported to activate NF-κB, but interestingly a robust induction of DNA-binding activity by CPT and other DNA-damaging agents is typically contrasted by minor changes in the expression of endogenous NF-κB target genes [50,51,52]. Accordingly, we found that CPT treatment of cells induced the expression of only two NF-κB target genes (*LYRM5* and *C18orf32*), but both genes were only induced with a LFC <1.

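In unstimulated WT cells, *LYRM5* (chromosome 12, 25348150 to 25357949, hg19) had 18 reads without inhibitor and 39 with CPT, a log2 ratio of 1.46 (95% interval 0.61 to 2.35). *C18orf32* (chromosome 18, 47007548 to 47013644) had 18 and 41 reads (1.53; 0.70 to 2.41). In p65-deficient cells, the ratio was -0.85 (-1.78 to 0.03) for *LYRM5* and 0.89 (0.17 to 1.64) for *C18orf32*. Over the 4 pairs of libraries with and without CPT, edgeR's quasi-likelihood test gave a log2 fold change of 0.10 (standard error 0.33, adjusted p = 0.83) for *LYRM5* and 0.93 (standard error 0.24, adjusted p = 0.0086) for *C18orf32*. CPT alone more than doubled 10 of the 40 genes of Table S1 in WT cells, among them *CSF2*, *CXCL1*, *CXCL3* and *JUN*. *JUN* rose from 390 to 2025 reads (2.72; 2.56 to 2.88), and *CSF2* from 1 to 3 reads, with an interval that includes 0.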

Genetic studies in yeast revealed the strong requirement of TOP1 and TOP2 for the activation of genes characterized by high transcriptional plasticity [53]. However, some genes only require the function of one class of topoisomerases. This is exemplified by the transcription of neuronal early-response genes and hormone-induced estrogen receptor-α (ERα) target genes, which depend on TOP2β cleavage activity [8,54]. In contrast, this study shows that cytokine-induced inflammatory gene expression relies exclusively on the activity of TOP1, while TOP2 activity was fully dispensable for gene activation. The molecular mechanisms responsible for this bias are currently not clear. Of note, TPT also induces DNA double-strand breaks at sites distinct from Top1cc covalent complexes [55,56], thus we can formally not rule out a role of double-strand DNA breaks in inflammatory gene expression.

Another interesting implication of our results is the fact that TOP1 inhibition affects the large majority of TNFα-induced genes. This could be due to several reasons including the fact that many cytokines are clustered on genomic regions as exemplified by the prototypical CXCL-chemokine locus on human chromosome 4 [57]. In this case, TOP1-mediated relief of positive and a negative DNA supercoiling would affect also neighbouring cytokine genes. In support to this concept, genome-wide chemical probing of the DNA structure has revealed the existence of DNA supercoiling domains characterized by an enrichment of TOP1, accessible chromatin and a depletion of TOP2 [58]. Another possible mechanism relies on the ability of TOP1 to interact with specific DNA-binding proteins such as AIRE or NKX3.1 and with chromatin remodelers including SMARCA4 and BAZ1B-SMARCA5 [14,43,59,60]. In this case, association of TOP1 with master transcription factors of the inflammatory gene response such as NF-κB or AP1 would blunt a large part of proinflammatory gene expression program. Furthermore, TOP1 can interact with the AP1 subunit c-Jun [61] and it will be interesting in future studies to systematically investigate the interactomes and posttranslational modifications of TOP1 proteins in cytokine-stimulated cells. These experiments could also clarify the molecular mechanisms allowing for TNFα-inducible recruitment of TOP1 to the bodies of inflammatory genes.

TOP1 inhibition resulted in the diminished occurrence of elongating RNAPII in the transcribed region of the *IL8* gene. Given the general role of TOP1 for transcription elongation revealed by sequencing of nascent RNA [13], we speculate that diminished transcription elongation also accounts for impaired transcription of most other proinflammatory genes. The atypical kinase BRD4 does not only trigger Serine 2 phosphorylation in the elongating RNAPII CTD, but also stimulates TOP1 activity to overcome torsional stress [12]. In addition, a stabilized TOP1-DNA complex can impose a physical obstacle for elongating RNAPII, thereby hindering its progression through the gene body [62,63]. But also, other components can account for the importance of TOP1 activity, as its inhibition changed H3 acetylation at the *IL8* locus and most probably will also cause changes in chromatin compaction [64] or the expression of non-coding RNAs which are known to assemble TOP1 containing protein complexes [15,65,66].

## 4. Materials and Methods

### 4.1. Cell Culture and Transfections 

The human cancer cell lines KB, human embryonic kidney (HEK)293 and diploid HCT116 colon cancer cells were maintained in DMEM GlutaMAX (TM) (Thermo Fisher Scientific, Waltham, MA, USA) supplemented with 10% fetal calf serum and 100 U/mL penicillin and 100 µg/mL streptomycin at 37 °C in a humidified atmosphere containing 5% CO_2_. 

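*RELA*, the gene of p65, lies on the minus strand of chromosome 11. The guide sequence that the paper lists, GCTTCCGCTACAAGTGCGA, was matched to the GENCODE transcripts of GRCh38, a different build from that of the counts. It matches at 1 position, 65662007 to 65662025, and is followed by the bases GGG, a sequence that Cas9 recognizes next to its target. No transcript of another gene contains all 19 bases on the transcribed strand; introns, the opposite strand and sites with mismatches were not searched. The match lies in exon 3 (65661937 to 65662088, 152 bp) of the transcript RELA-201, which has 11 exons, in codons 33 to 39. Of 27 annotated *RELA* transcripts, 23 contain the sequence, 17 of them within the coding sequence. The transcript around it reads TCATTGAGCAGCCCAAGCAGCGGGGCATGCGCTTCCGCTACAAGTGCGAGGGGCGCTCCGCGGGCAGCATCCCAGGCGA.

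**Figure D5:**
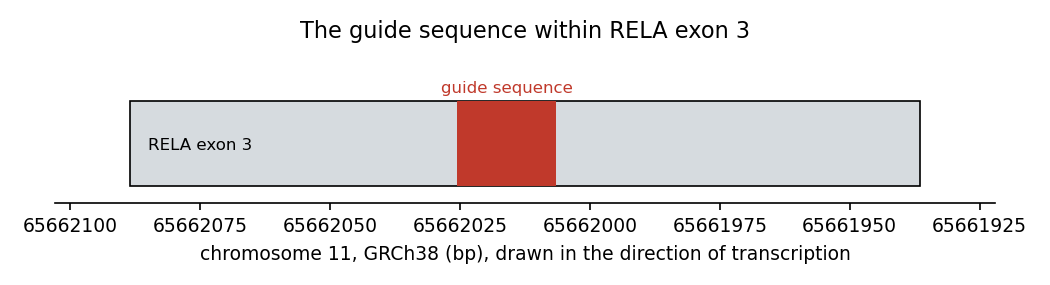
Exon 3 of *RELA* on chromosome 11 of GRCh38, drawn to scale in the direction of transcription, with the 19 bases of the guide sequence in red at 65662007 to 65662025.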

NF-κB p65-deficient HCT116 cells were generated via CRISPR-Cas9 by transfection of 6 µg of the pX459 vector containing a single guide RNA targeting the third exon of p65 into 2000 cells per 10-cm dish using linear polyethylenimine [67]. After one day the non-transfected cells were eliminated by the addition of puromycin (1 µg/mL). After 48 h the dead cells were aspirated off and DMEM GlutaMAX without puromycin was added to allow the growth of single cell-derived clones. Single clones were picked and further analyzed for expression of Cas9 and p65, the genomic indel mutations were characterized by PCR amplification and sequencing. Primary human FS4-LTM fibroblasts were grown in huFIB Medium (InSCREENeX GmbH, Braunschweig, Germany) and their proliferation was induced by addition of (1 µg/mL) doxycycline.

### 4.2. Cell Extraction and Western Blotting

Cells were washed in PBS and collected by centrifugation. The cell pellet was resuspended in RIPA lysis buffer (10 mM Tris/HCl, pH 7.5; 150 mM NaCl; 0.5 mM EDTA; 0.1% SDS; 1% Triton X-100; 1% deoxycholate) freshly supplemented with 10 mM NaF, 0.5 mM sodium orthovanadate, 1 mM phenylmethylsulfonylfluoride, leupeptin (5 µg/mL) and aprotinin (10 µg/mL). Following incubation on ice for 30 min, the extracts were centrifuged and equal amounts of proteins contained in the supernatant were further analyzed. Western blotting was performed by SDS-PAGE and semi-dry transfer to polyvinylidene difluoride membranes. After incubation with primary and secondary peroxidase-coupled antibodies, proteins were detected using Western-Lightning Plus-ECL solutions (PerkinElmer, Waltham, MA, USA) according to the instructions given by the manufacturer. All bands were visualized using the ChemiDocTM XRS+ System (Bio-Rad Laboratories, Munich, Germany). Relative intensity ratios were calculated using the Bio-Rad Image Lab-software.

### 4.3. Quantification of Gene Expression by RT-qPCR

Cell were left untreated or pre-treated with TOP1 and TOP2 inhibitors or vehicle, the concentrations, incubation times and inhibitors are specified in the figure legends. Cell stimulation was done upon addition of 20 ng/mL of TNFα or 10 ng/mL of IL-1. Total RNA was isolated using the RNeasy kit (Qiagen, Hilden, Germany) according to the procedure described by the manufacturer. One microgram of RNA was used for the generation of cDNA using Oligo (dT) 12-18 primers and SuperScript II Reverse Transcriptase (Thermo Fisher Scientific). The cDNA was diluted and used for the RT-qPCR reactions using the SYBR green reporter dye. Every reaction was performed as duplicates and quantified with the ΔΔCT-method. Threshold cycles (CT) of target genes were normalized to a housekeeping gene (TPI). The resulting ΔCT were compared to control samples and relative mRNA expression was calculated by R = 2^−ΔΔCT^.

### 4.4. Luciferase Reporter Assays

HEK293 cells with a stably integrated firefly luciferase reporter gene driven by five Gal4 binding sites [38] were seeded in 6-well plates. The next day, cells were transfected with 1 µg of Gal4-constructs together with a plasmid encoding Renilla luciferase. After 24 h cells were treated with 10 µM of CPT, ICRF193 or vehicle and incubated for another 8 h. Cells extracts were prepared with the Dual Luciferase Assay Kit (Promega, Madison, WI, USA) and firefly and Renilla luciferase activity was measured in a luminometer (Duo Lumat LB 9507, Berthold, Bad Wildbad, Germany) as described [32]. All values were normalized to the activity of Renilla luciferase.

### 4.5. RNA-Seq and Bioinformatics Analysis 

HCT116 cells were left untreated or treated for 2 h with 5 µM CPT, ICRF193 or vehicle. 20 ng/mL of TNFα were additionally added for 1 h as specified in the figure legends. Total RNA was isolated using the NucleoSpin RNA Kit (Macherey-Nagel, Düren, Germany) and RNA quality was assessed using the Experion RNA StdSens Analysis Kit (BioRad). RNA-Seq libraries were prepared from total RNA using the TruSeq Stranded total RNA LT kit (Illumina, San Diego, CA, USA) and the further analysis was performed as published [32]. The statistical analysis of read counts is given in Table S2, RNA-Seq fastq files were controlled for quality issues using fastqc (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Trimming and filtering was done by trimmomatic (trimmomatic SE -threads 8 HEADCROP:10 LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:36) [68]. Gene counts were called by FeatureCounts [69]. Coverage profiles were created by Deeptools bamCoverage function using FPKM normalization [70]. Differential gene expression analysis was done with the R/Bioconductor package DESeq2 [71]. DESeq2 internal Principal Component Analysis (PCA) was used to show the similarity between different samples. Differentially expressed genes were chosen using the FDR *p*-value cut-off < 0.05 and an absolute log2 fold change > 1. The variability between replicates is modeled by the dispersion parameter of the R/Bioconductor package DESeq2. DESeq2 assumes that genes of similar average expression strength have similar dispersion. The R/Bioconductor package ggplot2 was used to plot the heatmaps and calculate the smooth curve with a linear model fitting. The R/Bioconductor package ggplot2 was used to plot the heatmaps [72] and the package VennDiagram to plot venn plots (https://CRAN.R-project.org/package=VennDiagram). The data generated in this study are available at the GEO repository with the accession number (GSE128798). GO analyses were done using the Bioconductor package clusterProfiler [73].

### 4.6. Chromatin-Immunoprecipitation (ChIP)

One day prior to the experiment 1x 107 HCT116 were seeded in T175 flasks. The next day, cells were treated for 2 h with 5 µM CPT or left untreated. TNFα (20 ng/mL) was added for 1 h and cells were cross-linked with formaldehyde (1% (*v*/*v*) final concentration) for 10 min, followed by addition of glycine (100 mM final concentration) for 5 min. Cells were collected in the medium using a cell scraper and immediately put on ice. Three flasks from the same condition were pooled. After centrifugation for 5 min at 4 °C and 3000 rpm, the supernatant was aspirated off and the pellet was resuspended in 2 mL ice cold PBS with PMSF (0.5 mM final concentration). Following centrifugation for 5 min at 4 °C and 3000 rpm, supernatant was aspirated off and cells were resuspended in ice cold lysis-buffer (1% (*w*/*v*) SDS, 10 mM EDTA, 50 mM Tris/HCl pH 8.1, 0.5 mM PMSF, cOmpleteTM Protease Inhibitor Cocktail (Roche, Basel, Switzerland)). Lysis took place on ice for 10 min. 1 mL of the lysate was transferred to milliTube 1 mL AFA Fiber tubes (Covaris, Woburn, MA, USA) and sonicated in a Covaris S220 device with the following program: peak incident power: 150 W; duty factor: 15; cycles per burst: 500 for 30 s followed by 2.5 W; duty factor: 15; cycles per burst: 500 for 30 s. This program was repeated 20 times and generated DNA fragments in a size ranging between ~150 and ~300 bp. Sonicated lysates were centrifuged for 15 min at 13,200 rpm at 4 °C and supernatants transferred to new reaction tubes. Aliquots representing 25 µg of chromatin were diluted 1:10 with dilution buffer (0.01% (*w*/*v*) SDS, 1.1% (*v*/*v*) Triton X-100, 1.2 mM EDTA, 167 mM NaCl, 16.7 mM Tris/HCl pH 8.1) and subjected to 4 h of preclearing with an agarose A/G-bead-mixture and 2 µg rabbit IgG antibody at 4 °C with end-over-end tumbling. Supernatants were incubated with the antibodies listed in Table S3. Immunoprecipitation was carried out over night with end-over-end tumbling at 4 °C. A mixture of agarose A/G-beads was added for 4 h, followed by successive washing of immunoprecipitated complexes for 5 min at 4 °C with end-over-end tumbling using low-salt buffer (0.1% (*w*/*v*) SDS, 1% (*v*/*v*) Triton X-100, 2 mM EDTA, 150 mM NaCl, 20 mM Tris/HCl pH 8.1), high-salt buffer (0.1% (*w*/*v*) SDS, 1% (*v*/*v*) Triton X-100, 2 mM EDTA, 500 mM NaCl, 20 mM Tris/HCl pH 8.1), LiCl-buffer (250 mM LiCl, 1% (*v*/*v*) NP40, 1% (*w*/*v*) deoxycholate, 1 mM EDTA, 10 mM Tris/HCl pH 8.1), and twice with TE-buffer (10 mM Tris/HCl pH 8.1, 1 mM EDTA). Reverse-crosslinking took place in TE-buffer with addition of RNase A for 30 min and Proteinase K for 2 h at 37 °C followed by incubation at 65 °C overnight. Free DNA was purified using NucleoSpin Gel and PCR Clean Up Kit with buffer NTB (Macherey-Nagel) and was eluted in 50 µL Elution buffer. The amount of immunoprecipitated DNA was analyzed via RT-qPCR, calculation of enrichment by immunoprecipitation relative to the signals obtained for 1% (*v*/*v*) input DNA was performed. The primers used for the detection of the various genomic regions at the *IL8* locus were previously published [39] and are listed in Table S3.

### 4.7. Antibodies, Plasmids, Oligonucleotides and Reagents

This information is given in Table S3.

## 5. Conclusions

This study shows a major block of TNFα-induced inflammatory and NF-κB-dependent gene expression after inhibition of TOP1. Interference with the enzymatic activity of TOP1 at gene bodies impairs transcription elongation. These findings are of broad biomedical relevance and include cancer patients treated with TOP1 inhibitors.

## Figures and Tables

**Figure 1:**
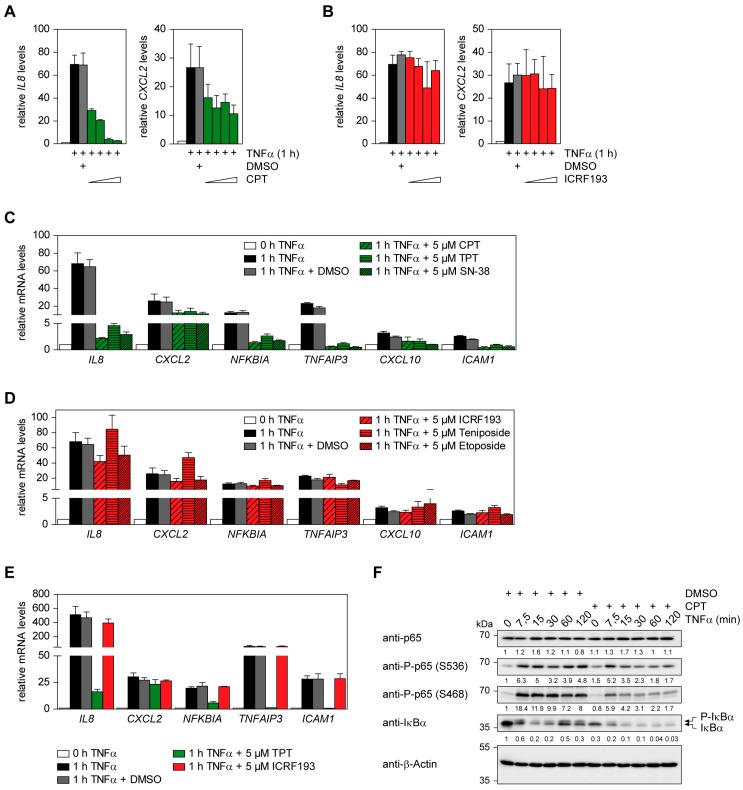
Effect of TOP1 and TOP2 inhibitors on TNFα-induced inflammatory gene expression in HCT116 and FS4-LTM cells. (**A**,**B**) HCT116 cells were pre-treated for 2 h with increasing (0.5 µM, 1 µM, 5 µM, 10 µM) concentrations of CPT (**A**) or ICRF193 (**B**) or vehicle (DMSO) in the controls and then additionally stimulated for 1 h with TNFα. Cells were subsequently analyzed for *IL8* and *CXCL2* gene expression by RT-qPCR, error bars show SEMs obtained from at least two independent experiments performed in duplicate. (**C**,**D**) HCT116 cells were pre-treated for 2 h with 5 µM of various TOP1- (**C**) or TOP2- (**D**) inhibitors as shown, followed by the addition of TNFα (20 ng/mL) for 1 h. Expression of various indicated inflammatory NF-κB target genes was assessed via RT-qPCR. Error bars show SEMs obtained from three independent experiments performed in duplicate. (**E**) Primary human FS4-LTM fibroblasts where treated and analyzed as described for HCT116 cells in (**C**,**D**). SEMs were obtained from three independent experiments performed in duplicate. (**F**) HCT116 cells were pre-treated for 2 h with 5 µM of CPT or DMSO, followed by the addition of TNFα (20 ng/mL) for various periods. Protein lysates were prepared and equal amounts of protein were analyzed by Western blotting for the occurrence or phosphorylation of the indicated proteins. The positions of molecular weight markers are indicated. Normalized intensity ratios are given for each band, the intensity of the DMSO-treated control was set as 1. β-Actin was used as housekeeping protein to ensure equal protein loading, one out of three experiments is shown, the full blots are shown in Figure S2.

**Figure 2:**
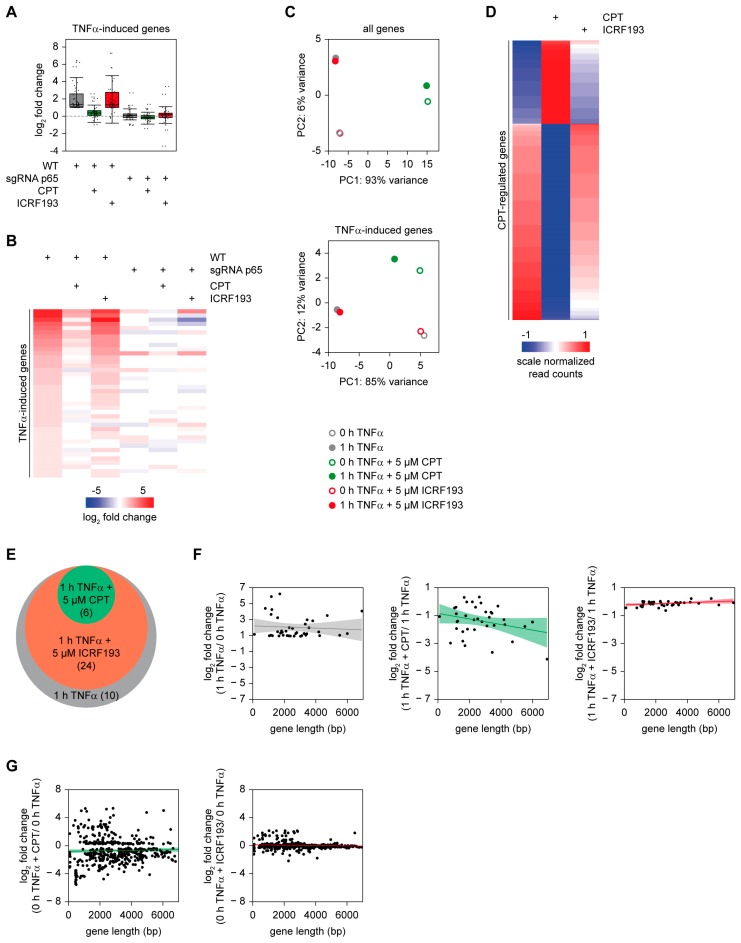
RNA-seq analysis of CPT effects on TNFα-triggered gene expression in HCT116 WT and p65-deficient HCT116 cells. (**A**) HCT116 and p65-deficient HCT116 cells were pre-treated for 2 h with CPT or ICRF193 (5 µM each), followed by stimulation for 1 h with TNFα (20 ng/mL). RNA-seq analysis results are depicted in a boxplot, each dot represents a regulated gene measured by ≥ 20 reads in at least one condition and undergoing an upregulation of > 1 log2 fold change (LFC) upon TNFα-stimulation. The boxed area displays the region containing the second and third quartile, the median is indicated. (**B**) Heat map visualization of the RNA-seq experiment, only genes with a LFC >1 and ≥ 20 reads in at least one condition are displayed (40 genes). (**C**) The upper part shows a two-dimensional PCA analysis of the RNA-Seq data for the indicated conditions in HCT116 WT cells. The lower part shows a PCA analysis for the 40 genes that are upregulated >2-fold in response to TNFα treatment. (**D**) Heat map visualization of CPT and ICRF193 effects on basal gene expression of HCT116 WT cells. As these TOP1 inhibitors can potentially affect housekeeping genes used for normalization, read counts are displayed. Gene counts are normalized by DESeq2 and filtered for significant (*p* value < 0.05) expressed CPT regulated genes (0 h TNFα + CPT versus 0 h TNFα (500 genes)). (**E**) Venn diagram visualizing the distribution of genes undergoing a >2-fold induction of TNFα-triggered gene expression in the absence or presence of the indicated inhibitors. (**F**) Correlation of the TNFα-induced changes in gene expression (in log2 scale) in the absence (left) or presence of inhibitors for TOP1 (middle) and TOP2 (right) versus the gene length. Only genes with a LFC >1 and ≥ 20 reads in at least one condition are displayed. The colored central line represents the linear smooth, the colored area displays the confidence interval around the smooth. (**G**) HCT116 WT cells were treated for 2 h with CPT or ICRF193 (5 µM each). Genes showing a LFC > 1 upregulation or downregulation and showing a *p*-value < 0.05 were not correlated with gene length.

**Figure 3:**
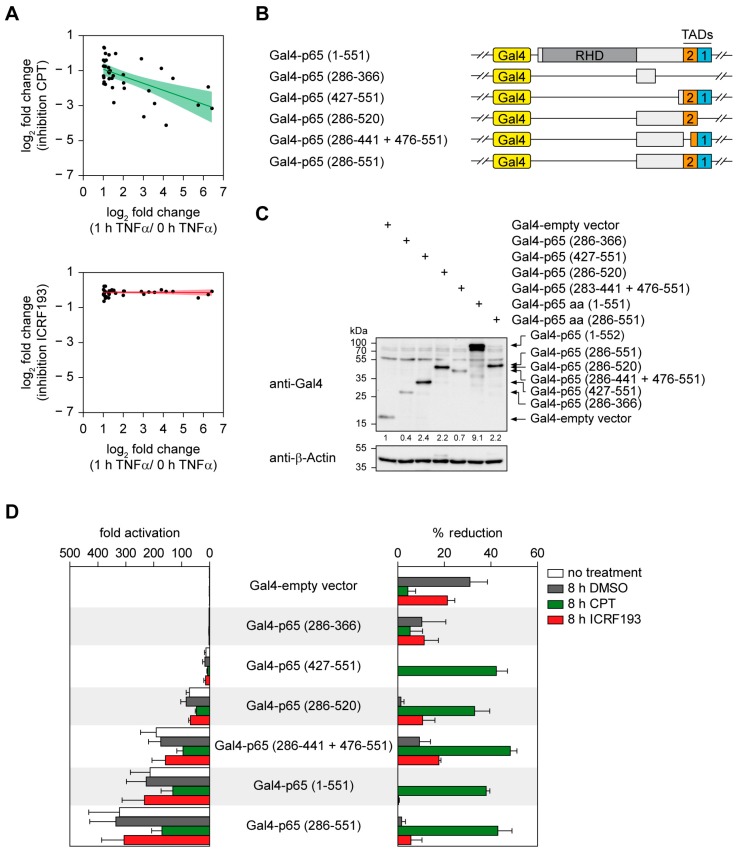
The contribution of TOP1 for gene expression is not correlated with the strength of gene induction. (**A**) Correlation of the strength of the inhibitory effects by CPT (upper; spearman correlation: −0.56, coefficients *p*-value: 2 × 10^−4^) or ICRF193 (lower; spearman correlation: −0.06, coefficients *p*-value: 0.8668) versus TNFα-induced changes in gene expression. All genes were selected for being TNFα-induced targets (LFC > 1 and ≥ 20 reads). The colored central line represents the linear smooth, the colored area displays the confidence interval around the smooth. (**B**) Schematic visualization of Gal4-p65 constructs containing either full-length p65 (aa 1-551) or truncated forms of p65. The position of the Rel homology domain (RHD) and of the transactivation domains (TADs) are indicated. (**C**) HEK293 cells with a stably integrated Gal4-driven firefly luciferase reporter gene were transfected with the various Gal4 constructs that are visualized in (**B**). Cellular extracts were used to confirm expression of the Gal4-p65 proteins by immunoblotting. The positions of molecular weight markers are indicated, normalized intensity ratios are given for each band. β-Actin was used as housekeeping protein, the whole blots are displayed in Figure S7. (**D**) The cells transfected as described in (**C**) were treated one day later for 8 h with 10 µM CPT, ICRF193 or DMSO or left untreated. Cell extracts were used to determine the luciferase activity which is displayed either as -fold activation (left) or alternatively as % reduction (right). Error bars show SEMs from three independent experiments.

**Figure 4:**
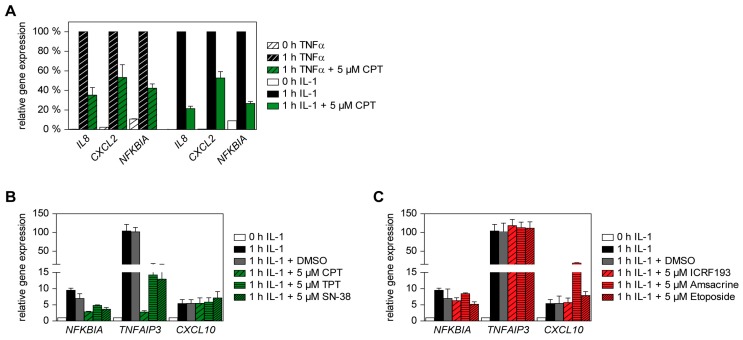
Effect of TOP1 inhibitors on IL-1-induced inflammatory gene expression in KB cells. (**A**) KB cells were pre-treated for 2 h with CPT and then stimulated for 1 h either with TNFα (20 ng/mL) or with IL-1 (10 ng/mL). Cells were harvested and analyzed by RT-qPCR for expression of *IL8*, *CXCL2* and *NFKBIA* as shown. To facilitate comparison, maximal gene expression for the respective genes was set as 100%, error bars display SEMs obtained from three independent experiments performed in duplicate. (**B**,**C**) KB cells were pre-treated for 2 h with 5 µM of various TOP1 (**B**) or TOP2 (**C**)-inhibitors as shown, followed by the addition of IL-1 (10 ng/mL) for 1 h. Expression of various indicated inflammatory NF-κB target genes was assessed via RT-qPCR. Error bars show SEMs obtained from three independent experiments performed in duplicate.

**Figure 5:**
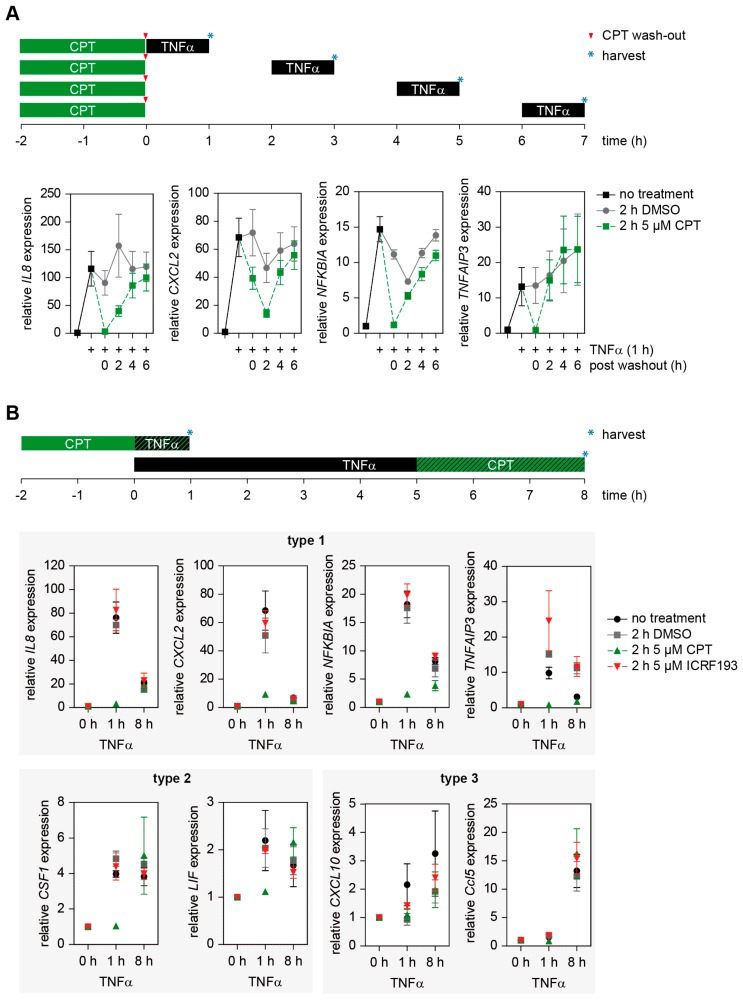
Reversibility and kinetic analysis of the CPT effect on TNFα-triggered gene expression. (**A**) Upper part: schematic of experimental design. HCT116 cells were treated for 2 h with 5 µM CPT or DMSO and cells were either directly stimulated with TNFα for 1 h or alternatively cells were washed with PBS and the medium was replaced by inhibitor-free medium. After the indicated time periods post-treatment, cells were stimulated for 1 h with TNFα. The lower part shows the quantification of mRNA expression levels of the indicated inflammatory genes using RT-qPCR. Error bars show the SEMs from five individual experiments. (**B**) HCT116 cells were either treated with TNFα for 5 h and additionally with 5 µM CPT, ICRF193 or DMSO for 3 h (8 h TNFα; 3 h CPT/ICRF193/DMSO treatment in total) or were treated for 2 h with CPT, ICRF193 or DMSO and additionally for 0 h and 1 h with TNFα (3 h of CPT/ICRF193/DMSO treatment in total). Gene expression levels were analyzed by RT-qPCR, error bars show SEMs from five individual experiments. Target genes were grouped according their kinetic behavior (group 1: maximal expression early, group 2: comparable expression early and late, group 3: maximal expression late).

**Figure 6:**
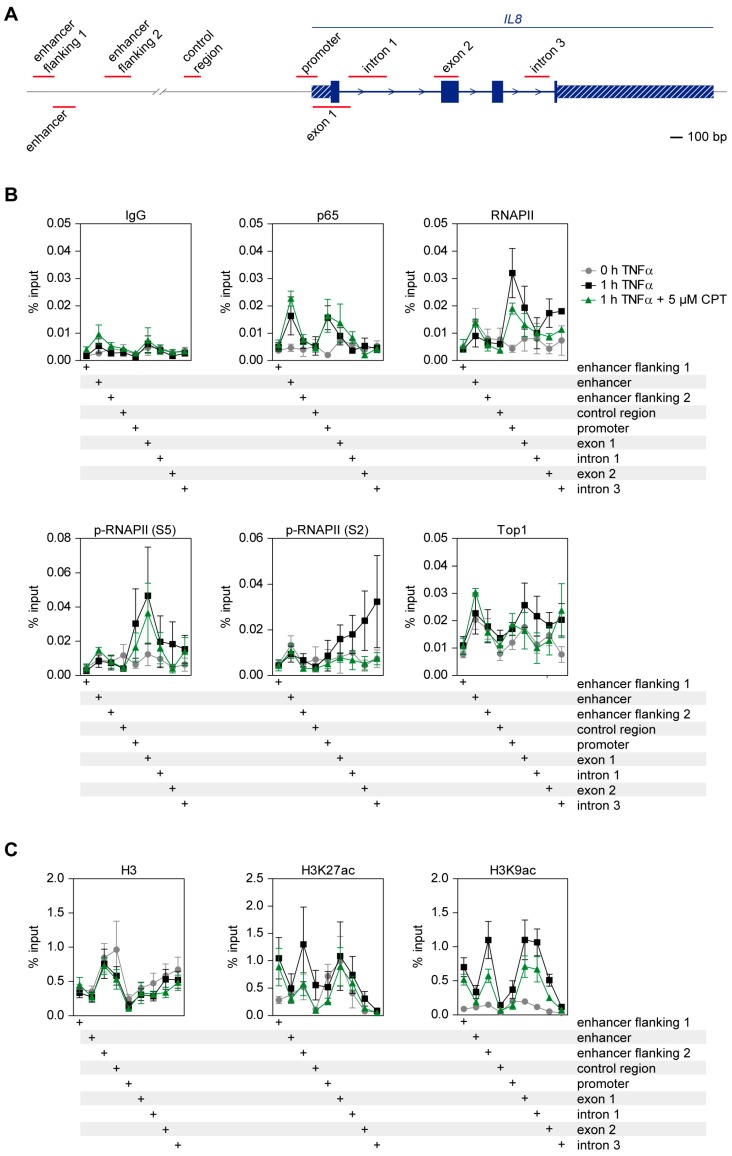
Effects of TOP1 inhibitors on transcription elongation, association of regulatory proteins and histone modifications. (**A**) Schematic display of the analyzed region covering parts of the *IL8* locus. Exons are shown by the filled boxed areas, 3′ and 5′ UTR are indicated by shaded boxes and the positions of the regions detected by PCR are shown in red. (**B**) HCT116 cells were either treated for 2 h with 5 µM CPT and additionally for 1 h with TNFα or were treated for 0 or 1 h with TNFα alone. Cells were subsequently subjected to ChIP analysis using the indicated antibodies, chromatin binding of the various proteins was quantified via qPCR. Error bars show SEMs from three individual experiments. (**C**) The experiments were done as in (**B**) with the difference that the levels of H3K27ac and H3K9ac-bound DNA were determined.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6694/11/6/883/s1, Figure S1: Determination of the effects of TOP inhibitors on HCT116 and KB cell viability, Figure S2: Blots from Figure 1F, Figure S3: Characterization of p65-deficient HCT116 cells, Figure S4: Blots from Figure S3A and C, Figure S5: GO analysis of TNFα-induced genes, Figure S6: GO analysis of upregulated and downregulated genes in response to CPT under basal conditions, Figure S7: Blots from Figure 3C, Figure S8: Effects of TOP1 and TOP2 inhibitors on nuclear translocation of NF-κB p65, Figure S9: Blots from Figure S8, Table S1: List of all genes with a log2 fold change >1 upon 1 h TNFα-stimulation and ≥20 RNA-seq reads in at least one condition detected in samples from HCT116 cells, Table S2: Statistic analysis of the RNA-seq experiments, Table S3: Antibodies, plasmids and reagents.

# Supplementary material for: Chemotherapeutic Drugs Inhibiting Topoisomerase 1 Activity Impede Cytokine-Induced and NF-κB p65-Regulated Gene Expression
**Source:** Cancers (Basel). 2019 Jun 25;11(6):883. doi: 10.3390/cancers11060883
**Supplement:** Supplementary file 1

# Chemotherapeutic Drugs Inhibiting Topoisomerase 1 Activity Impede Cytokine-Induced and NF- $\kappa$ B p65-Regulated Gene Expression

**Tabea Riedlinger, Marek Bartkuhn, Tobias Zimmermann, Sandra B. Hake, Andrea Nist,  
Thorsten Stiewe, Michael Kracht and M. Lienhard Schmitz**

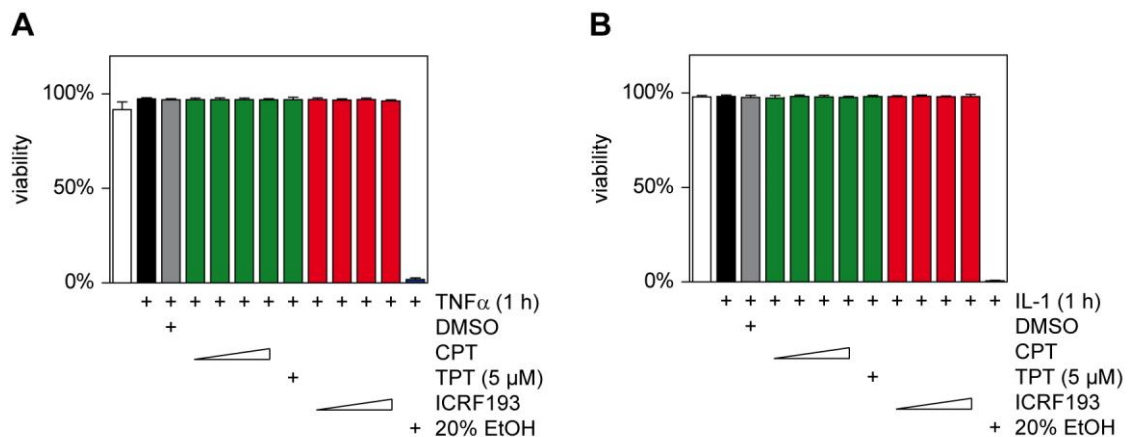

**Figure S1.** Determination of the effects of TOP inhibitors on HCT116 and KB cell viability. **(A)** HCT116 cells were pre-treated for 2 h with increasing concentrations (0.5  $\mu$ M, 1  $\mu$ M, 5  $\mu$ M, 10  $\mu$ M) of TOP1 and TOP2 inhibitors and TNF $\alpha$  was added for 1 h as shown, treatment with 20% ethanol was used as a positive control. Attached and floating cells were harvested and washed once in PBS. Using the eBioscience™ Annexin V Apoptosis Detection Kit FITC (Invitrogen), pellets were then resuspended according to manufacturer's instructions in 1 $\times$  Binding Buffer. Cell viability was then analyzed via propidium iodide (PI) staining. The percentage of PI negative cells (=viable cells) is shown, SEMs were obtained from three individual experiments. **(B)** The same experiment was performed as described in **(A)** with KB cells, the stimulus was changed for IL-1. Depicted are mean values from three individual experiments, error bars show SEM.

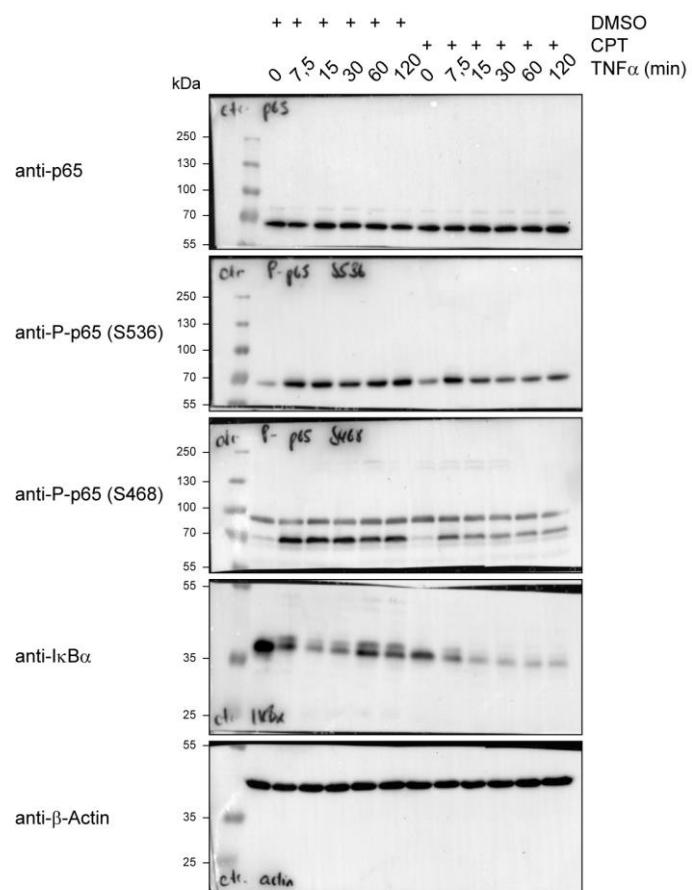

Figure S2. Blots from Figure 1F.

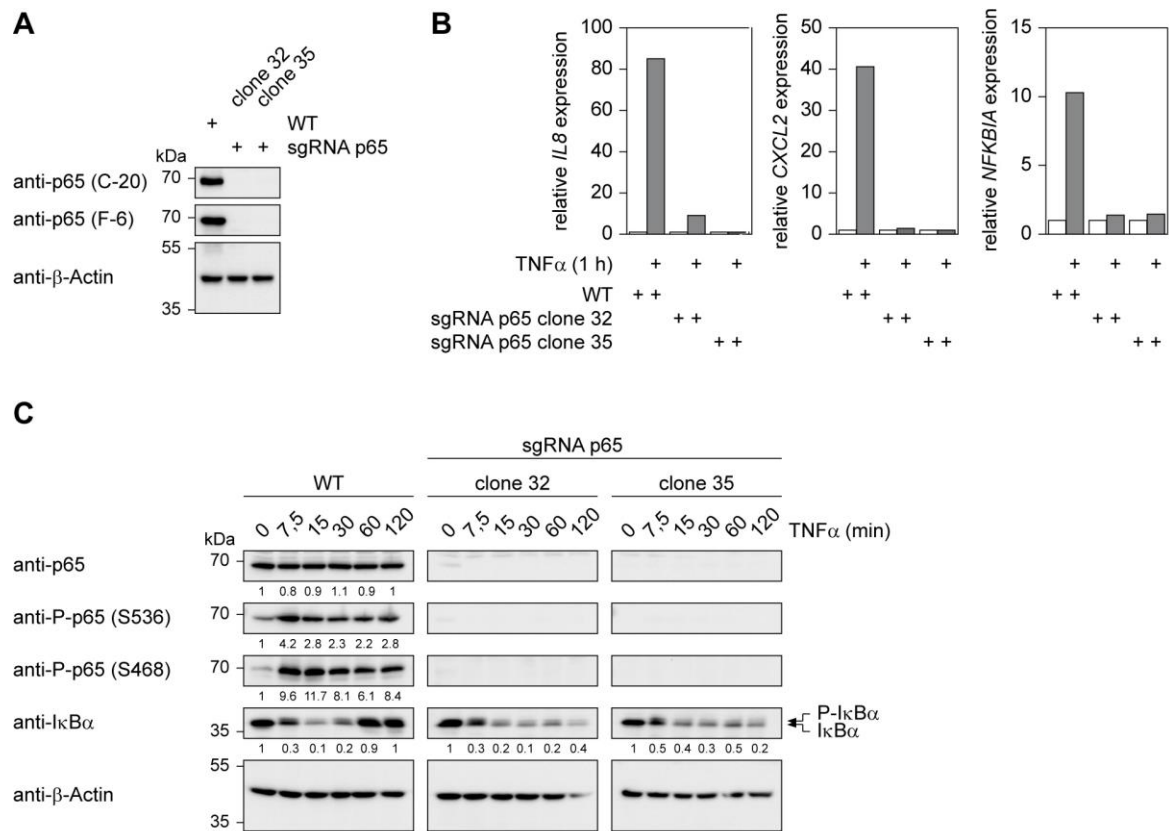

**Figure S3.** Characterization of p53-deficient HCT116 cells. **(A)** HCT116 WT cells and HCT116 cells where p53 was knocked out by CRISPR-Cas9 were lysed. Lysates containing equal amounts of protein were used for western blot analysis to detect p53 as revealed by antibodies recognizing the N-terminus (F-6) and C-terminus (C-20) of the protein,  $\beta$ -Actin was used as a loading control. **(B)** HCT116 WT and p53 knockout cells were stimulated for 1 h with TNF $\alpha$  (20 ng/mL), followed by extraction of RNA and analysis of *IL8*, *CXCL2* and *NFKBIA* expression by RT-qPCR. One representative experiment is shown. **(C)** HCT116 WT and p53 knockout cells were stimulated for the indicated periods with TNF $\alpha$  (20 ng/mL). Cell lysates were prepared and analyzed by western blotting for the occurrence and phosphorylation of the indicated proteins. Normalized intensity ratios are given for each band, the intensity of the DMSO-treated control was set as 1.  $\beta$ -Actin was used as housekeeping protein to ensure equal protein loading, one out of three experiments is shown.

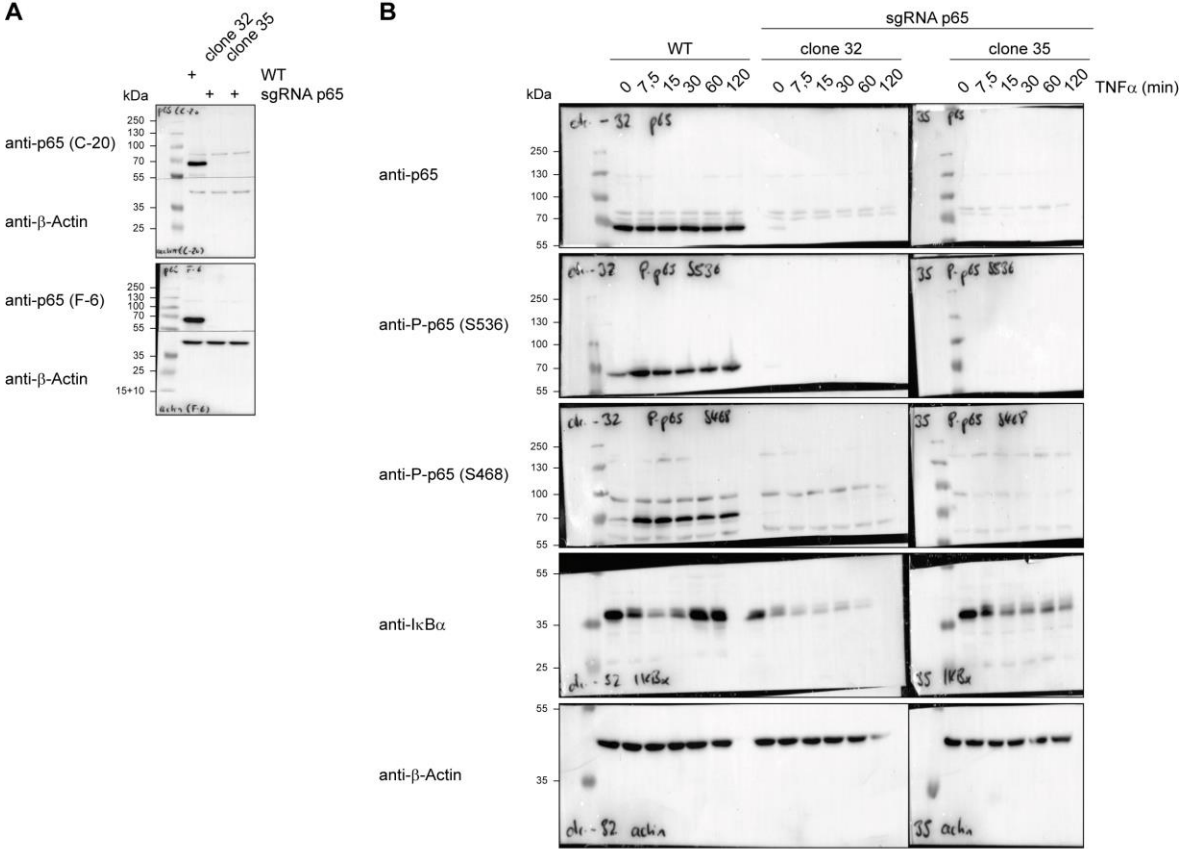

Figure S4. Blots from Figure S3 A and C.

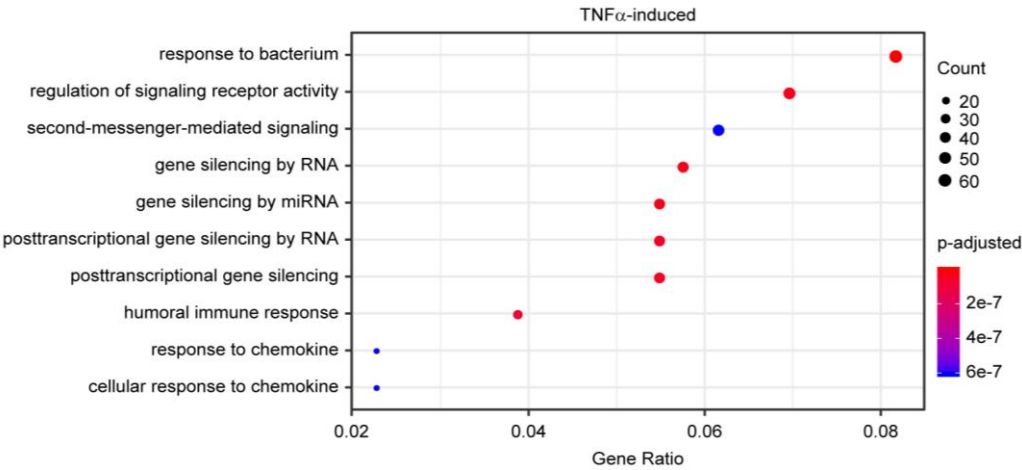

Figure S5. GO analysis of TNF $\alpha$ -induced genes. TNF $\alpha$ -induced genes were analyzed for overrepresentation of the GO term “biological process”. Significance of enrichment is indicated by adjusted  $p$ -values and dot colors. Dot size shows the relative number of proteins in the experimental set compared to all proteins belonging to the respective GO term.

**A**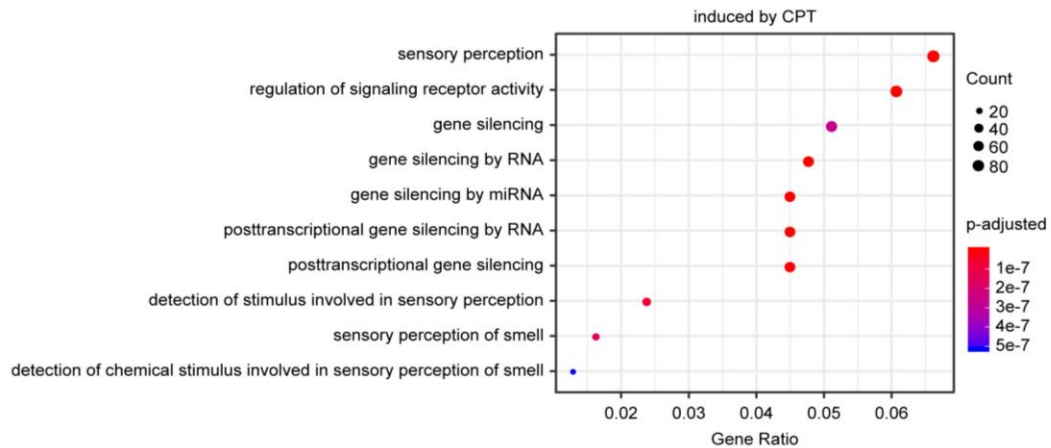**B**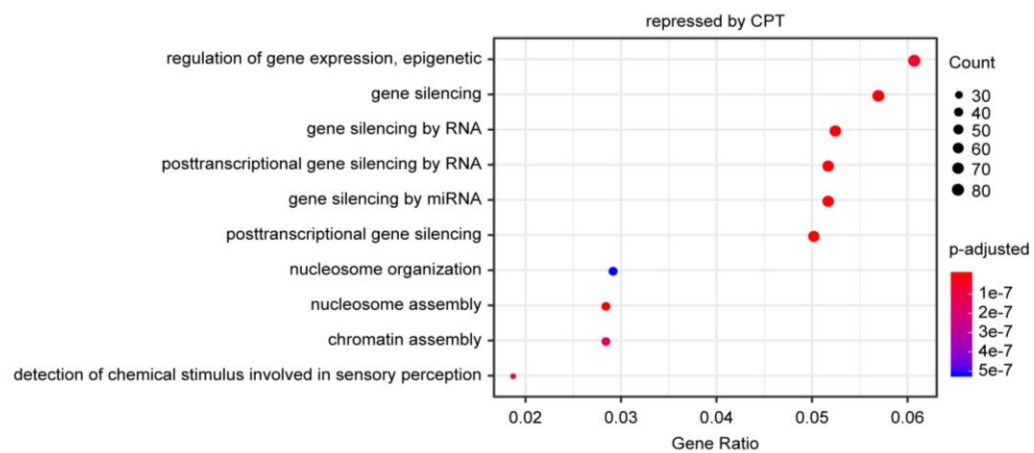

**Figure S6.** GO analysis of upregulated and downregulated genes in response to CPT under basal conditions. Genes either induced (**A**) or repressed (**B**) by CTP were analyzed for overrepresentation of the GO term “biological process”. Significance of enrichment is indicated by adjusted *p*-values and dot colors. Dot size shows the relative number of proteins in the experimental set compared to all proteins belonging to the respective GO term.

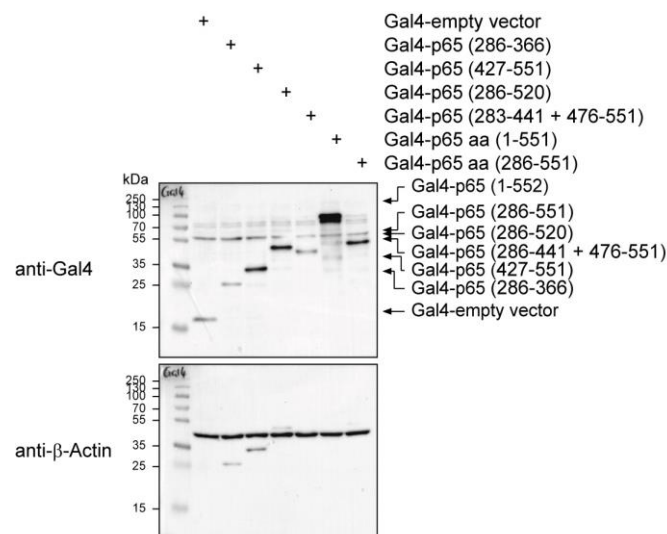

**Figure S7.** Blots from Figure 3C.

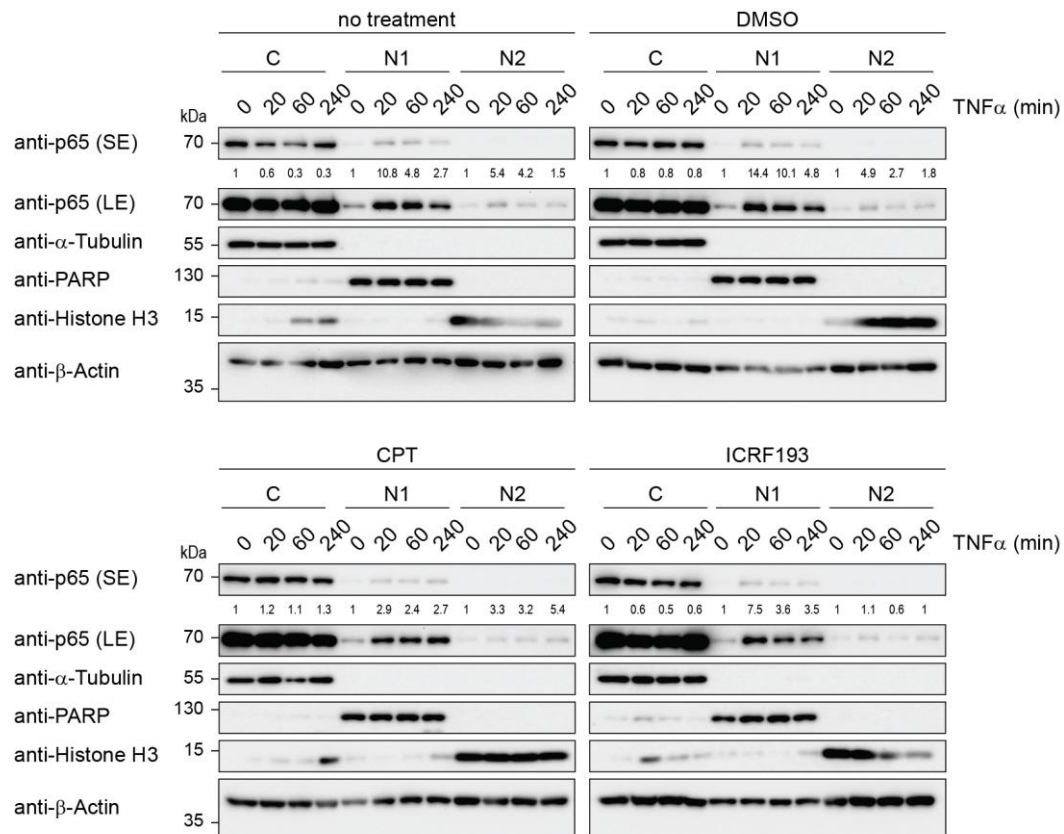

**Figure S8.** Effects of TOP1 and TOP2 inhibitors on nuclear translocation of NF- $\kappa$ B p65. HCT 116 cells were treated with TOP inhibitors and TNF $\alpha$  for the indicated periods and cells were fractionated into the cytosolic (C), soluble nuclear (N1) and insoluble nuclear (N2) fractions. These fractions were analyzed for the kinetics of p65 nuclear import by immunoblotting. The purity of the fractions was controlled by blotting for tubulin (C), PARP (N1) and histone H3 (N2). Short exposures (SE) and long exposures (LE) are shown for p65. Normalized intensity ratios are given for p65, the intensity of p65 and  $\beta$ -Actin at the time-point 0 min TNF $\alpha$  was set as 1 for each fraction.

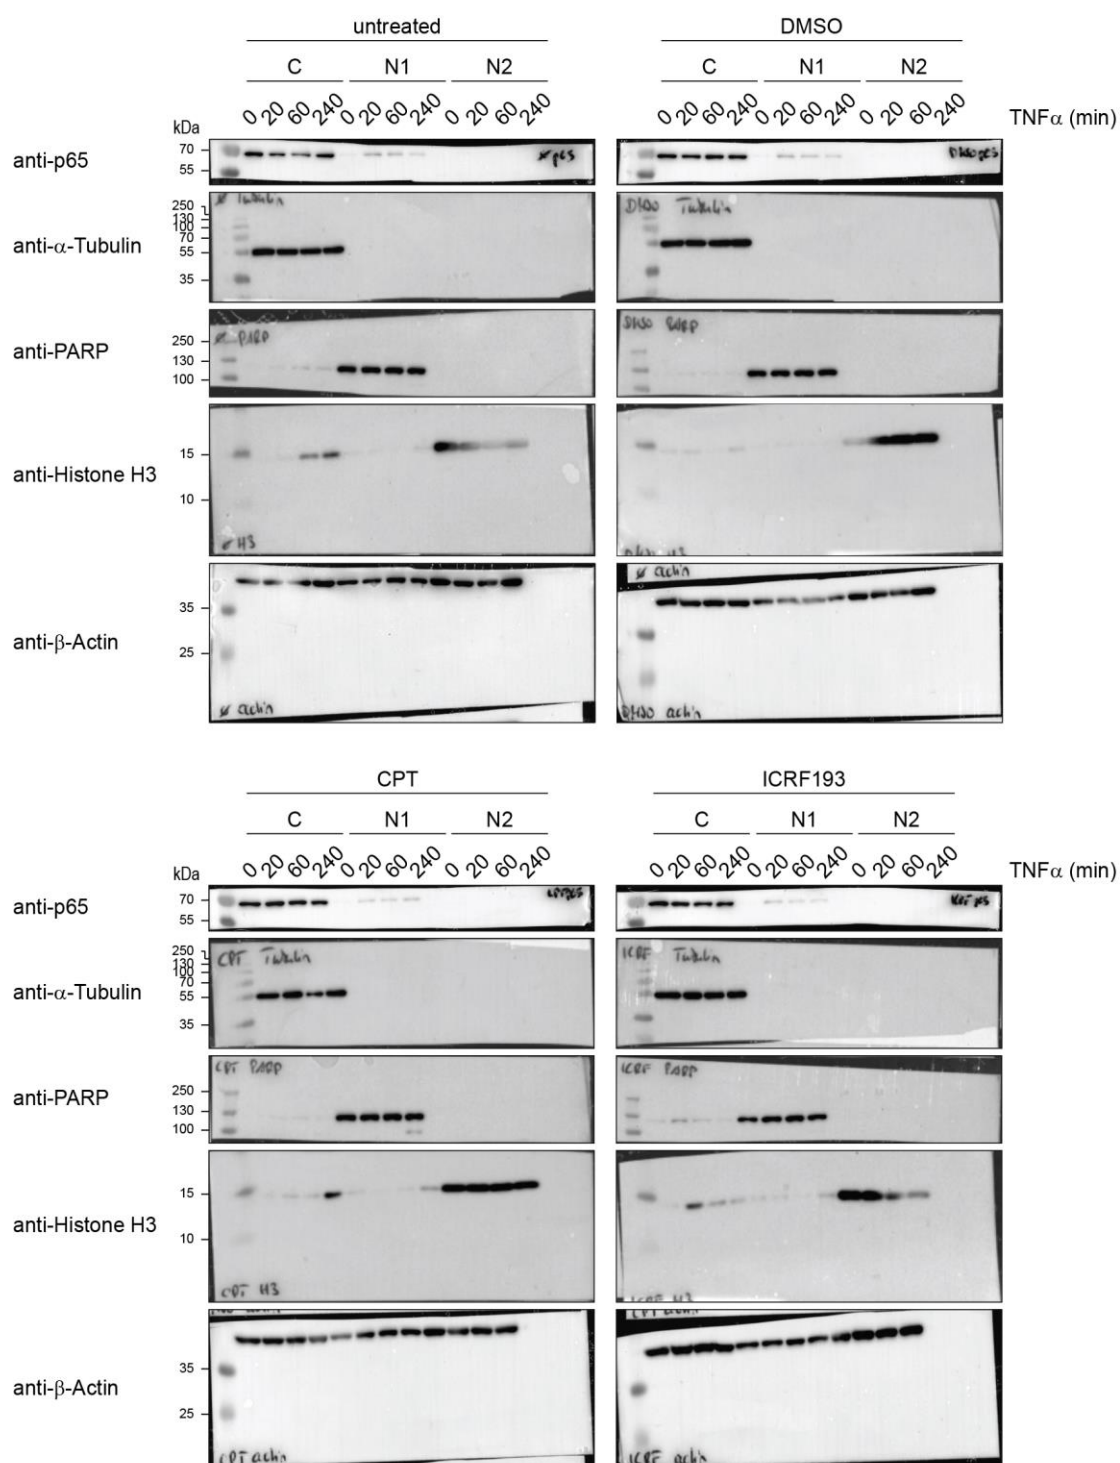

Figure S9. Blots from Figure S8.

**Table S1.** List of all genes with a log<sub>2</sub> fold change >1 upon 1 h TNF $\alpha$ -stimulation and  $\geq 20$  RNA-seq reads in at least one condition detected in samples from HCT116 cells. Log<sub>2</sub> fold change-values are given for each condition and gene, sorted in descending order starting with the highest log<sub>2</sub> fold change upon 1 h TNF $\alpha$ -stimulation in HCT116 control cells.

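Table S1 gives the TNFα log2 fold change of 40 genes in 6 settings, each cell line without inhibitor, with CPT and with ICRF193, always against the same inhibitor at 0 h. Recomputed as the log2 ratio of counts divided by DESeq2 size factors estimated over all 12 libraries, 237 of its 240 values could be compared, and the largest difference was 0.00498. The 3 values not compared rest on a library with no read, for *CSF2* (in WT and p65-deficient cells with ICRF193) and *CXCL8* (p65-deficient cells with ICRF193). The values are ratios of single libraries. *LYRM5*, with 18 and 32 reads in WT cells without inhibitor, has an interval from 0.26 to 2.06 around its ratio of 1.14.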

| Gene             | Control          |                                          |                                              |                  | sgRNA p65                                |                                              |
|------------------|------------------|------------------------------------------|----------------------------------------------|------------------|------------------------------------------|----------------------------------------------|
|                  | 1 h TNF $\alpha$ | 1 h TNF $\alpha$<br>2 h 5 $\mu$ M<br>CPT | 1 h TNF $\alpha$<br>2 h 5 $\mu$ M<br>ICRF193 | 1 h TNF $\alpha$ | 1 h TNF $\alpha$<br>2 h 5 $\mu$ M<br>CPT | 1 h TNF $\alpha$<br>2 h 5 $\mu$ M<br>ICRF193 |
| <i>CXCL8</i>     | 6.42             | 2.61                                     | 5.61                                         | 1.28             | -0.42                                    | 3.44                                         |
| <i>CXCL1</i>     | 6.23             | 2.23                                     | 4.69                                         | 0.05             | -0.25                                    | -1.00                                        |
| <i>CSF2</i>      | 5.73             | 0.55                                     | 7.30                                         | -0.05            | -1.42                                    | -3.44                                        |
| <i>CXCL2</i>     | 4.47             | 2.07                                     | 4.63                                         | 0.28             | -0.65                                    | -1.58                                        |
| <i>BIRC3</i>     | 4.13             | 0.49                                     | 4.37                                         | 0.85             | 0.02                                     | 0.05                                         |
| <i>CXCL3</i>     | 3.89             | 1.77                                     | 4.08                                         | -1.05            | -0.91                                    | 1.00                                         |
| <i>TNFAIP3</i>   | 3.55             | 1.78                                     | 3.13                                         | 0.26             | 0.24                                     | 0.12                                         |
| <i>NFKBIA</i>    | 3.27             | 0.90                                     | 3.10                                         | 0.12             | -0.04                                    | 0.31                                         |
| <i>NUAK2</i>     | 3.02             | 1.28                                     | 3.12                                         | -0.32            | -0.89                                    | -0.18                                        |
| <i>NFKBIZ</i>    | 2.90             | 0.53                                     | 2.73                                         | -0.10            | 0.18                                     | 0.47                                         |
| <i>JUN</i>       | 2.47             | 0.65                                     | 2.85                                         | 2.71             | 0.77                                     | 2.56                                         |
| <i>CD83</i>      | 2.04             | 0.13                                     | 2.03                                         | -0.08            | 0.10                                     | 0.09                                         |
| <i>IRF1</i>      | 2.01             | 0.66                                     | 1.88                                         | 0.06             | 0.08                                     | 0.32                                         |
| <i>C10orf55</i>  | 1.99             | 1.00                                     | 1.74                                         | -0.18            | -0.14                                    | 0.00                                         |
| <i>EDN1</i>      | 1.71             | -0.96                                    | 1.39                                         | 1.28             | -0.65                                    | 0.59                                         |
| <i>JUNB</i>      | 1.61             | 0.44                                     | 1.59                                         | 0.02             | -0.05                                    | 0.17                                         |
| <i>EFNA1</i>     | 1.52             | -0.05                                    | 1.72                                         | -0.39            | -0.27                                    | 0.10                                         |
| <i>TNFAIP2</i>   | 1.49             | 0.22                                     | 1.48                                         | -0.15            | -0.12                                    | 0.04                                         |
| <i>BCL3</i>      | 1.45             | -0.06                                    | 1.01                                         | 0.14             | -0.19                                    | -0.50                                        |
| <i>MAP3K8</i>    | 1.43             | -0.08                                    | 1.64                                         | -0.89            | 0.09                                     | -0.83                                        |
| <i>ZFP36</i>     | 1.34             | 0.20                                     | 1.26                                         | 0.10             | 0.30                                     | 0.19                                         |
| <i>ELF3</i>      | 1.29             | 0.30                                     | 1.11                                         | 0.00             | -0.15                                    | 0.17                                         |
| <i>N4BP3</i>     | 1.28             | 0.63                                     | 1.12                                         | -0.32            | -0.13                                    | -0.15                                        |
| <i>ZC3H12A</i>   | 1.28             | 0.32                                     | 1.06                                         | 0.14             | -0.15                                    | 0.63                                         |
| <i>MIR3916</i>   | 1.26             | -0.51                                    | -0.01                                        | 0.12             | -0.48                                    | 0.15                                         |
| <i>NFKB2</i>     | 1.26             | 0.57                                     | 1.26                                         | 0.02             | -0.04                                    | 0.35                                         |
| <i>LYRM5</i>     | 1.14             | -0.72                                    | 0.42                                         | 0.36             | 1.40                                     | 0.30                                         |
| <i>PHOSPHO1</i>  | 1.10             | -0.08                                    | -0.80                                        | -0.99            | 0.47                                     | 1.10                                         |
| <i>STX11</i>     | 1.10             | 0.08                                     | 1.46                                         | 0.28             | -0.16                                    | 0.59                                         |
| <i>IKBKE</i>     | 1.09             | 0.29                                     | 1.03                                         | -0.17            | -0.16                                    | 0.17                                         |
| <i>ATF3</i>      | 1.07             | 0.37                                     | 0.98                                         | 1.06             | -0.23                                    | 0.94                                         |
| <i>CFLAR-AS1</i> | 1.06             | 0.61                                     | 0.24                                         | 0.75             | -0.57                                    | -0.68                                        |
| <i>C18orf32</i>  | 1.04             | -0.15                                    | 0.29                                         | -0.89            | -0.42                                    | -0.26                                        |
| <i>CSF1</i>      | 1.03             | -0.38                                    | 1.11                                         | 0.28             | -0.89                                    | -0.11                                        |
| <i>COX20</i>     | 1.03             | 0.38                                     | -0.22                                        | 0.08             | 0.10                                     | -0.15                                        |
| <i>KLF10</i>     | 1.02             | 0.10                                     | 1.24                                         | -0.12            | -0.15                                    | -0.22                                        |
| <i>IER3</i>      | 1.02             | 0.40                                     | 0.99                                         | 0.15             | -0.06                                    | 0.23                                         |
| <i>GUCY1B2</i>   | 1.01             | 0.73                                     | -0.14                                        | 0.12             | 0.90                                     | 0.00                                         |
| <i>RELB</i>      | 1.01             | 0.33                                     | 1.02                                         | -0.42            | -0.15                                    | 0.38                                         |
| <i>WNT10A</i>    | 1.00             | 0.28                                     | 0.98                                         | 0.13             | 0.06                                     | 0.19                                         |

**Table S2.** Statistical analysis of RNA-seq experiments.

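Table S2 gives the reads, the uniquely mapped reads and their share for each library. The reads counted on genes were 71.2 to 78.7% of the paper's uniquely mapped reads. The 2 genes with the most reads in a library took 3.25 to 4.51% of its counts. The paper's share of uniquely mapped reads is 72.09 to 74.56% in the 4 p65-deficient libraries with fewer reads and 68.22 to 71.56% in the other 8.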

| Sample                 | Number of Input Reads | Uniquely Mapped Reads Number | Uniquely Mapped Reads % |
|------------------------|-----------------------|------------------------------|-------------------------|
| WT                     | 40457047              | 28692789                     | 70.92                   |
| WT + CPT               | 33542381              | 23184038                     | 69.12                   |
| WT + ICRF193           | 29938841              | 21263022                     | 71.02                   |
| WT + TNF               | 32444181              | 22837367                     | 70.39                   |
| WT + TNF + CPT         | 39300078              | 26812397                     | 68.22                   |
| WT + TNF + ICRF193     | 33219716              | 23448789                     | 70.59                   |
| p65-/-                 | 37749910              | 27014424                     | 71.56                   |
| p65-/- + CPT           | 37051013              | 25987161                     | 70.14                   |
| p65-/- + ICRF193       | 15796987              | 11738598                     | 74.31                   |
| p65-/- + TNF           | 14879528              | 11065827                     | 74.37                   |
| p65-/- + TNF + CPT     | 15788867              | 11381788                     | 72.09                   |
| p65-/- + TNF + ICRF193 | 15987496              | 11919596                     | 74.56                   |

**Table S3.** Antibodies, plasmids and reagents.**Antibodies**

| Primary Antibody (Clone)      | Species       | Supplier               |
|-------------------------------|---------------|------------------------|
| p65 (C-20)                    | rabbit pAb    | Santa Cruz #sc-372     |
| p65 (F-6)                     | mouse mAb     | Santa Cruz #sc-8008    |
| p65 phospho serine 536 (9BH1) | rabbit mAb    | Cell Signalling #3033  |
| p65 phospho serine 468        | rabbit pAb    | Cell Signalling #3039  |
| I $\kappa$ B $\alpha$ (C21)   | rabbit pAb    | Santa Cruz #sc-371     |
| TOP1                          | rabbit pAb    | Bethyl #A302-589-A     |
| histone H3                    | rabbit pAb    | Abcam #ab1791          |
| histone H3 acetyl lysine 9    | rabbit pAb    | Millipore #07-352      |
| histone H3 acetyl lysine 27   | rabbit pAb    | Diagenode #C15410174   |
| Pol II (N-20)                 | rabbit pAb    | SCBT #sc-899           |
| Pol II phospho serine 2       | rabbit pAb    | Abcam #ab5095          |
| Pol II phospho serine 5       | rabbit pAb    | Abcam #ab5131          |
| Gal4                          | rabbit        | M. L. Schmitz          |
| $\beta$ -Actin                | rabbit pAb    | Abcam #ab8227          |
| normal rabbit IgG             | rabbit        | Cell Signalling #2729S |
| Secondary Antibody            | Conjugated to | Supplier               |
| goat-anti-rabbit IgG          | HRP           | Dianova #111-035-144   |
| goat-anti-mouse IgG           | HRP           | Dianova #112-035-143   |

**Plasmids**

| Plasmid                      | Origin       | Reference      |
|------------------------------|--------------|----------------|
| pX459                        | F. Zhang     | PMID: 24157548 |
| pX459-sgRNA hu p65           | M.L. Schmitz | PMID: 30526044 |
| pCI- <i>Renilla</i> luc      | M.L. Schmitz | PMID: 28615693 |
| Gal4-empty vector            | M.L. Schmitz | PMID: 1935902  |
| Gal4-p65 (1-551)             | M.L. Schmitz | PMID: 1935902  |
| Gal4-p65 (286-366)           | M.L. Schmitz | PMID: 7797554  |
| Gal4-p65 (427-551)           | M.L. Schmitz | PMID: 7797554  |
| Gal4-p65 (286-520)           | M.L. Schmitz | PMID: 7797554  |
| Gal4-p65 (286-441 + 476-551) | M.L. Schmitz | PMID: 7797554  |
| Gal4-p65 (286-551)           | M.L. Schmitz | PMID: 1935902  |

## DNA-Oligonucleotides for CRISPR/Cas9-mediated p65 knock-out

| Oligo Name       | Sequence (5' to 3')     |
|------------------|-------------------------|
| px459-hu p65-for | CACCGCTTCCGCTACAAGTGCGA |
| px459-hu p65-rev | AAACTCGCACTTGTAGCGGAAGC |

## DNA-Oligonucleotides for qPCR

| Oligo Name     | Sequence (5' to 3')      |
|----------------|--------------------------|
| hu CXCL2-for   | AGCTTGTCTCAACCCCGCATC    |
| hu CXCL2-rev   | GGGCAGGGCCTCCTTCAGG      |
| hu IL8-for     | AGTGGACCACACTGCGCCAA     |
| hu IL8-rev     | TCTCCACAACCCTCTGCACC     |
| hu NFKBIA-for  | CCCTACACCTTGCCTGTGAG     |
| hu NFKBIA-rev  | CACCAAAAGCTCCACGATGC     |
| hu CXCL10-for  | GCAGAGGAACCTCCAGCTTCAGCA |
| hu CXCL10-rev  | TGCTGATGCAGGTACAGCGTACAG |
| hu TNFAIP3-for | CACGCTCAAGGAAACAGACA     |
| hu TNFAIP3-rev | CATGGGTGTGTCTGTGGAAG     |
| hu ICAM1-for   | AGCTTCGTGTCCTGTATGGC     |
| hu ICAM1-rev   | TTTTCTGGCCACGTCCAGTT     |
| hu TPI-for     | GGACTCGGAGTAATCGCCTG     |
| hu TPI-rev     | TGTTGGGGTGTTCAGTCTT      |
| hu Ccl5-for    | CGTGCCACATCAAGGAGTA      |
| hu Ccl5-rev    | TCTTCTCTGGGTTGGCACAC     |
| hu CSF1-for    | GGAGTCTGTCTTCCACCTGC     |
| hu CSF1-rev    | GAATCCGCTCTCTGAGGCTC     |
| hu LIF-for     | GTGCAGCCCATAATGAAGGT     |
| hu LIF-rev     | CCCCTGGGCTGTGTAATAGA     |
| hu Ccl2-for    | ATCAATGCCCCAGTCACCTG     |
| hu Ccl2-rev    | TCTCCTTGGCCACAATGGTC     |

## DNA-Oligonucleotides for ChIP-qPCR

| Oligo Name              | Sequence (5' to 3')        | Amplicon Length |
|-------------------------|----------------------------|-----------------|
| enhancer flanking 1-for | AAGGAACTTTTCTTCCCACGA      | 172 bp          |
| enhancer flanking 1-rev | GCCATTAGGAGCCACAAAAT       |                 |
| enhancer-for            | AAAGGGGATTCAAAGGGAGA       | 182 bp          |
| enhancer-rev            | CTTCTCCAGGCTCCATTGAG       |                 |
| enhancer flanking 2-for | TACACAGAGGTCACCGTCCA       | 212 bp          |
| enhancer flanking 2-rev | GGTTGCTGAAACACAGCTCA       |                 |
| control-for             | GGTGGGAGGGAGGTGTTATCTAATG  | 136 bp          |
| control-rev             | ATCATGGGTCCTCAGAGGTCAGAC   |                 |
| promoter-for            | AAGAAAACCTTCGTCATACTCCG    | 170 bp          |
| promoter-rev            | TGGCTTTTTATATCATCACCTAC    |                 |
| exon 1-for              | TGCATAAGTTCTCTAGTAGGGTGATG | 302 bp          |
| exon 1-rev              | TGTTTGTTACCAAAGCATCAAGA    |                 |
| exon 2-for              | AAGGAAGTAGCTGGCAGAGC       | 200 bp          |
| exon 2-rev              | AATTTCTGTGTTGGCGCAGT       |                 |
| intron 1-for            | TGCTTTGGTAACAAACATCCTTT    | 306 bp          |
| intron 1-rev            | CAAATCTGAGGCTTGTCATG       |                 |
| intron 3-for            | ACCATACATAGTTTGCCAGGA      | 199 bp          |
| intron 3-rev            | GAAGGAAAGTAGGGTCTTGAAAA    |                 |

**Reagents**

| <b>Name</b>        | <b>Working Concentration</b> | <b>Supplier</b>                    |
|--------------------|------------------------------|------------------------------------|
| human TNF $\alpha$ | 20 ng/mL                     | ImmunoTools #11343015              |
| human IL-1         | 10 ng/mL                     | Dr. M. Kracht                      |
| Dimethyl sulfoxide |                              | Sigma Aldrich #41639               |
| Camptothecin       | 0.5–10 $\mu$ M               | Tocris #1100                       |
| ICRF193            | 0.5–10 $\mu$ M               | Enzo life sciences #BML-GR332-0001 |
| Topotecan          | 5 $\mu$ M                    | Tocris #4562                       |
| SN-38              | 0.5–10 $\mu$ M               | Cayman Chemical #15632             |
| Teniposide         | 5 $\mu$ M                    | Cayman Chemical #14425             |
| Etoposide          | 5 $\mu$ M                    | Biotrend # BG0186                  |
| Amsacrine          | 5 $\mu$ M                    | Cayman # 22223                     |

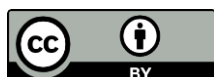

© 2019 by the authors. Licensee MDPI, Basel, Switzerland. This article is an open access article distributed under the terms and conditions of the Creative Commons Attribution (CC BY) license (<http://creativecommons.org/licenses/by/4.0/>).

How the deposited data were processed for this re-analysis (not part of the article)

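RNA-seq was analysed in 12 libraries of HCT116 cells, a colon cancer cell line, with 1 library for each combination of cell line (WT or the p65-deficient clone 32), inhibitor (none, CPT or ICRF193, 5 µM, 2 h) and TNFα (0 h, or 1 h at 20 ng/mL). The deposited values are raw counts: per the file headers and the paper's methods, the authors trimmed the reads with trimmomatic, mapped them to the hg19 genome and counted the reads on the exons of each of 26364 gene symbols with featureCounts 1.5.0, without normalization. The paper's text does not name the program that mapped the reads. Between 8101212 and 22051046 reads were counted per library.

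For comparisons of 2 libraries, counts were divided by DESeq2 size factors estimated over all 12 libraries, and log2 ratios were taken without a pseudocount. A gene entered with at least 20 reads in at least one of the 12 libraries, and counted as induced above a ratio of 2. The induced genes with reads in all 12 libraries formed the set for medians, correlations and principal component analysis. Clopper-Pearson intervals at 95% cover counting error only. The medians of gene sets were compared with 10000 random gene lists drawn within 20 bins of expression, and medians and correlations were recomputed on 1000 Poisson redraws of the counts (200 for inhibitor-changed genes and for the principal component analysis). Principal components were computed on variance-stabilized counts of the 500 most variable genes of the WT libraries.

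Because no condition has a replicate, tests across all genes used matched pairs. CPT and ICRF193 were each compared with no inhibitor in 4 pairs, TNFα was tested in 3 WT pairs, and the difference in the TNFα effect between WT and p65-deficient cells was tested as an interaction over 6 pairs. These used edgeR 4.0.16 with TMM normalization and the quasi-likelihood test, the pair as a block, genes passing edgeR's expression filter and Benjamini-Hochberg adjustment, with an adjusted p under 0.05 as the threshold. The pairs differ in cell line, TNFα or inhibitor and stand in for replicates, so an effect that differs between pairs enters the error only in part. The standard errors were derived from the log2 fold change and the test statistic, and can be far smaller than the spread between pairs. Counts with 200 changed genes were simulated at a set dispersion (spread beyond counting error) of 0.005. On them, the edgeR test recovered 200 in each of the 4 comparisons, with 12, 10, 8 and 7 false calls. That recovery holds for the simulated spread only. It cannot show how the test performs on the real pairs, where an effect can differ between pairs. For single comparisons on simulated counts, the interval held 185 of 200 true log2 ratios.

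The genes named were chosen by a rule set before the data were examined. They are the genes that the paper's text names and the 5 genes with the largest finite TNFα log2 ratio in WT cells. They include the induced genes still above 2-fold with CPT or in p65-deficient cells. For each inhibitor, they include the 5 genes raised and the 5 lowered most among those past the threshold. Only genes with a mean count of at least 20 and the same direction in every pair entered that ranking by inhibitor. A further gene set is not reported here. Olfactory receptor, microRNA and histone genes were taken from the symbols.

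The alternatives tried were TMM and total-count normalization, size factors from the WT libraries, pseudocounts of 0.5 and 1, other read filters, genomic span in place of exonic length, another baseline for TNFα, other transformations before the principal component analysis, DESeq2 1.42.0, no block and leaving out each pair. The set of 40 genes in Table S1 was added after the data were seen. Other tools were R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The guide sequence was matched to GENCODE transcripts on GRCh38. GO terms, RT-qPCR, western blot and chromatin data were not analysed here.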

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

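The tests of the 4 genes raised by ICRF193 and of depth in the interaction were chosen only after those results were seen.

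The TNFα effect differed between the cell lines, WT and p65-deficient, for 33 genes. Of the 10 ways to divide the 6 TNFα pairs into groups of 3, 1 gave as many, the real one, and so few divisions cannot give a smaller share. The next largest gave 17 genes. In the p65-deficient cells, TNFα coincides with depth in the pairs without inhibitor and with CPT. Of 12 genes found without the ICRF193 pairs, 66.7% (8 genes) differed in the same direction in the ICRF193 pairs, whose depths are similar. With so few genes, this test alone cannot tell the difference apart from library depth. Within the ICRF193 pairs, the median TNFα log2 ratio of the 47 induced genes with at least 20 reads in one of the 2 libraries compared was 1.11 in WT and 0.15 in p65-deficient cells, so depth does not account for the lower response of that set. Single genes show the same, with TNFα log2 ratios in WT and p65-deficient cells of 3.10 and 0.31 for *NFKBIA*, 3.13 and 0.12 for *TNFAIP3*, 3.12 and -0.18 for *NUAK2* and 4.37 and 0.05 for *BIRC3*. Loss of p65 remains as an explanation, but all p65-deficient libraries come from 1 clone, and other differences of that clone from WT cells cannot be told apart from it.

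Signals were seen in genes that the paper does not discuss. ICRF193 raised *CYP1A1* by 2.26 on the log2 scale in 4 of 4 pairs, and *CYP1B1*, *AHRR* and *TIPARP* by 1.37, 1.09 and 1.00. Their lowest log2 ratio in the 3 pairs of similar depth was 0.76. The genes were chosen for a rise in every pair, so only the size of these ratios, and not their sign, goes against depth. All 4 are targets of the aryl hydrocarbon receptor. The median of 6 other listed targets was 0.04, at percentile 97.74 of random lists, barely past the limit set for the test, and only 1 of the 6 passed the threshold of the 4-pair test, so these 6 show little response. *GPR15*, also reported as a target and not among the 6, rose by 0.84 in 4 of 4 pairs. With CPT, the log2 fold change was 0.02 for *CYP1A1*, 0.35 for *CYP1B1*, -0.65 for *AHRR* and -1.89 for *TIPARP*, so these genes did not rise to the same extent with the other inhibitor. Activation of the receptor by ICRF193 may be a candidate explanation for the 4 genes.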

How the results depend on the processing

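Across 25 results, 156 alternatives were set before the data were examined and 19 were added after. Of the 156, 105 left the result within the limit used, 50 moved it and 1 reversed it. TMM and total-count normalization left 17 of 17 results each within the limit, WT-only size factors 7 of 7 and DESeq2 size factors in edgeR 4 of 4. All of these scale whole libraries to each other, so none can show a change in RNA amount shared by most genes. The paper's legend to Figure 2D warns that the inhibitors could alter housekeeping genes on which normalization rests. Except where a value below shows it, the cause was not tested.

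Read filters moved most counts. With at least 20 reads in one of the 2 libraries compared, 51 genes were induced, 3 stayed above 2-fold in p65-deficient cells, the median with ICRF193 was 1.11, ICRF193 doubled 12 and lowered 59 genes, and rho of induction and CPT effect was -0.41. With at least 50 reads in a library, 42 were induced, 5 of them stayed above 2-fold with CPT and 2 in p65-deficient cells. With no read filter, 1338 genes were induced, CPT doubled 2753 and lowered 2149, and ICRF193 doubled 1370 and lowered 1648, which shows how much low reads add. Olfactory receptor and microRNA genes doubled by CPT were 1 and 9 with at least 20 reads, and 11 and 78 with a pseudocount of 1.

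A pseudocount of 0.5 left 13 genes above 2-fold in p65-deficient cells and a median with ICRF193 of 0.75. With a pseudocount of 1, that median was 0.92, ICRF193 doubled 50 genes and rho of induction and CPT effect was -0.31. With no inhibitor at 0 h as the baseline, 46 genes stayed above 2-fold with CPT and 49 with ICRF193, with medians of 1.20 and 1.18.

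By genomic span, rho of length and ICRF193 effect in induced genes reversed to -0.073, and rho of length and CPT effect in CPT-changed genes was -0.23. The latter was -0.25 over all genes with at least 20 reads and -0.34 over genes past the 4-pair threshold, over which rho for ICRF193 was 0.34. The correlation of induction and CPT effect was -0.58 with induction from the ICRF193 pair and -0.61 with the difference of TNFα ratios.

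For the 40 genes of Table S1, added after the data were seen, 4 stayed above 2-fold in p65-deficient cells, the median with ICRF193 was 1.33, rho of length was -0.085 with the CPT effect and 0.34 with the ICRF193 effect, and rho of induction and CPT effect was -0.50, or -0.84 with the difference of ratios. With the TNFα ratio in the presence of CPT, rho of length reversed to 0.031, and over the 81 induced genes it was 0.23. With no inhibitor at 0 h as the baseline, 13 stayed above 2-fold with CPT and the median with ICRF193 was 1.39.

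DESeq2 gave 83 genes for ICRF193, 25 for TNFα and 11 for the interaction. Without the block, 3 genes passed for ICRF193 and 0 for TNFα, where 97 had an unadjusted p under 0.05. The interaction gave 20 genes with at least 10 counts in every library and 132 with no filter beyond 1 read. Leaving out each pair in turn gave 5254 to 6326 genes for CPT, 148 to 322 for ICRF193, 60 to 372 for TNFα and 5 to 96 for the interaction. The ratio of distances in the principal component analysis of all genes was 0.0186 with log2 CPM and 0.0232 with all genes entered, and on induced genes 0.130 with log2 CPM. Of 20 named genes, 13 kept their side of the threshold under DESeq2, 7 were weaker and 0 reversed, an alternative also added after the data were seen. With 1 library per condition, depth limits single ratios of genes with few reads, and in p65-deficient cells the separation of TNFα from depth.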

Differences from the paper's values

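With at least 20 reads in at least one of the 12 libraries, 108 genes were above 2-fold with TNFα in WT cells, against the paper's 42. Of the alternatives set before the data were examined, at least 50 reads in at least one library gave 42 and at least 20 reads in one of the 2 libraries compared gave 51, neither of which differs by the criterion used. The set at 50 reads matches in number only, since it cannot hold all genes of Table S1. Of these, *LYRM5*, *EDN1*, *PHOSPHO1*, *CSF2* and *C18orf32* have at most 39, 29, 30, 43 and 45 reads in any library. TMM, total-count normalization, WT-only size factors, pseudocounts of 0.5 and 1 and no read filter did not close the gap.

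With reads in all 12 libraries, 81 genes remained, against the paper's 40 found under all conditions. The 2 rules are not the same, since the paper's 40 include *CXCL8* and *CSF2*, which have no read in some library, and 38 of the 40 are among the 81. At least 20 reads in one of the 2 libraries compared gave 47 and at least 50 reads gave 37, counts that are near 40 under the rule used here. TMM, total-count normalization and WT-only size factors did not come near it.

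Spearman's rho of TNFα induction and CPT effect was -0.11, against the paper's -0.56. Of the alternatives set before the data were examined, the filter on the 2 libraries compared gave -0.41 and induction from the ICRF193 pair -0.58. Both close the gap. The difference of TNFα log2 ratios gave -0.61, also within the criterion. That difference subtracts the ratio it is correlated with, which by itself pushes rho below 0, so its value says little on agreement. TMM, total-count normalization and both pseudocounts did not close the gap. The genes of Table S1, chosen after seeing the values, gave -0.50, and with the difference of ratios -0.84, which does not close it.

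For ICRF193, rho was 0.14, against the paper's -0.06. None of the alternatives set before the data were examined, and neither of those added, closed the gap by the criterion used, under which opposite signs count as a difference. Redrawing the counts moved rho by 0.206 to either side, a range that includes the paper's value, and the difference of TNFα ratios gave 0.011.

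PC2 of the induced genes held 19.2% of the variance, against about 12% in Fig. 2C, read by eye. Of the alternatives set before the data were examined, rlog (16.3%) closed the gap and log2 CPM (41.1%) did not. The genes of Table S1, chosen after seeing the values, gave 14.2%, which closes it.

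The paper states that CPT induced only *LYRM5* and *C18orf32* among the NF-κB target genes, each below a log2 fold change of 1. In unstimulated WT cells, CPT more than doubled 10 of the 40 genes of Table S1, with log2 ratios of 1.46 for *LYRM5* and 1.53 for *C18orf32*. Table S1 lists TNFα-induced genes, of which some, such as *JUN*, were also raised by TNFα in p65-deficient cells. The sentence does not say which comparison it rests on.

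The paper describes the correlation with gene length as limited to TNFα-regulated genes. Over all genes with at least 20 reads in at least one library, rho of exonic length and the CPT effect in unstimulated WT cells was -0.25.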

Other observations

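The tests on histone genes were chosen only after the result was seen.

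Exchanging the 2 libraries within some of the pairs gave 8 divisions for each inhibitor and 4 for TNFα, and in each case 1, the real one, gave as many genes; so few divisions cannot give a share under 0.05. For ICRF193, the largest other count was 6, and for TNFα, 27 with the CPT pair exchanged.

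Across all genes with at least 20 reads, rho of genomic span and the CPT log2 ratio was -0.18 in unstimulated WT cells and -0.28, -0.33 and -0.30 in the other 3 pairs. The limit set for the test, -0.2 in all 4 pairs, was missed in 1, so by that limit it cannot be told whether genomic span adds to the CPT effect. Values of this size leave most of the ranking of genes to other factors. With CPT, rho was below 0 in all 4 pairs, and with ICRF193 it lay between -0.090 and 0.15.

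Histone genes fell with CPT under DESeq2, TMM and total-count normalization in all 4 pairs. The median of 44 histone genes was -3.88, below the lowest of 10000 random lists matched on exonic length (-0.13), so short transcripts alone do not give this fall. Lower histone transcription in cells with TOP1 inhibited, or a lower share of cells in S phase, are hypotheses that may apply. Neither was tested, and the counting could have split reads between the near-identical genes.

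In p65-deficient cells, 41 genes were above 2-fold with TNFα in the ICRF193 pair. Of these, 61.0% (25 genes) had a lower TNFα ratio with CPT than without inhibitor. Their medians were 0.00 without inhibitor, 0.00 with CPT and 1.14 in the ICRF193 pair on which they were chosen, so most of the set reflects selection and an effect of CPT on p65-independent induction cannot be told from it. For single genes in p65-deficient cells, the TNFα log2 ratio was 2.71 (2.48 to 2.94) without inhibitor and 0.77 (0.67 to 0.88) with CPT for *JUN*, and 1.06 (0.82 to 1.30) and -0.23 (-0.42 to -0.03) for *ATF3*. CPT alone raised both at 0 h in these cells, *JUN* from 219 to 1791 reads (3.19) and *ATF3* from 313 to 785 reads (1.48; 1.29 to 1.67). At 1 h TNFα, the log2 ratio of CPT against no inhibitor was 1.25 (1.11 to 1.39) for *JUN* and 0.19 (-0.05 to 0.43) for *ATF3*, so the lower TNFα ratios with CPT go with a raised level at 0 h and not with a lower level at 1 h. Each of these TNFα pairs is of unequal depth.

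The median size of the ICRF193 log2 ratio was 0.115 in the p65-deficient pair at 0 h TNFα, the pair of unequal depth, and 0.0849, 0.0814 and 0.106 in the others. Depth may add to the spread in that pair. In the p65-deficient pair at 1 h, of similar depth, ICRF193 raised 243 and lowered 211 genes by more than 2-fold, against 175 and 196 at 0 h. By that count, unequal depth does not set the 0 h pair apart.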
